# Gene Atlasing of Digestive and Reproductive Tissues in *Schistosoma mansoni*

**DOI:** 10.1371/journal.pntd.0001043

**Published:** 2011-04-26

**Authors:** Sujeevi S. K. Nawaratna, Donald P. McManus, Luke Moertel, Geoffrey N. Gobert, Malcolm K. Jones

## Abstract

**Background:**

While considerable genomic and transcriptomic data are available for *Schistosoma mansoni*, many of its genes lack significant annotation. A transcriptomic study of individual tissues and organs of schistosomes could play an important role in functional annotation of the unknown genes, particularly by providing rapid localisation data and thus giving insight into the potential roles of these molecules in parasite development, reproduction and homeostasis, and in the complex host-parasite interaction.

**Methodology/Principal Findings:**

Quantification of gene expression in tissues of *S. mansoni* was achieved by a combination of laser microdissection microscopy (LMM) and oligonucleotide microarray analysis. We compared the gene expression profile of the adult female gastrodermis and male and female reproductive tissues with whole worm controls. The results revealed a total of 393 genes (contigs) that were up-regulated two-fold or more in the gastrodermis, 4,450 in the ovary, 384 in the vitelline tissues of female parasites, and 2,171 in the testes. We have also supplemented these data with the identification of highly expressed genes in different regions of manually dissected male and female *S. mansoni*. Though relatively crude, this dissection strategy provides low resolution localisation data for critical regions of the adult parasites that are not amenable to LMM isolation.

**Conclusions:**

This is the first detailed transcriptomic study of the reproductive tissues and gastrodermis of *S. mansoni*. The results obtained will help direct future research on the functional aspects of these tissues, expediting the characterisation of currently unannotated gene products of *S. mansoni* and the discovery of new drug and vaccine targets.

## Author Summary

There is currently only one drug available for treatment of *schistosomiasis mansoni* and no vaccine. The searches for possible new drug and vaccine candidates remain two major areas of current research in schistosomiasis. There are considerable amounts of data available on the genomics, transcriptomics and proteomics of *Schistosoma mansoni* from which useful candidates for future drug and vaccine development can be identified. Arranging these data into a biologically relevant context through the characterisation of gene expression profiles of the different tissues of this complex metazoan parasite, is an essential step in identifying molecules with potential therapeutic value. We have used laser microdissection microscopy and microarray analysis to show that many tissue-specific genes are up-regulated in the digestive and reproductive tissues of *S. mansoni*. This new knowledge provides an avenue to investigate the molecular components associated with fundamental aspects of schistosome biology.

## Introduction

The last decade has seen an exponential growth in the availability of genomic and proteomic data for *Schistosoma mansoni* and *S. japonicum* through genomic sequencing projects [1], [2] and numerous transcriptomic and proteomic studies [3], [4], [5], [6], [7], [8], [9]. However, the functions of many schistosome gene products remain unsolved. As argued by Jones et al [10], a major step towards elucidating function of these uncharacterised gene products lies in defining their sites of expression. Large-scale investigation of the expression repertoire of specific tissues is difficult to achieve because schistosome tissues generally cannot be isolated, due to their small tubiform bodies and the absence of a body cavity [10], [11], [12]. Laser micro-dissection microscopy (LMM), a tool that enables selection and sampling of small cell populations from histological sections, has been used to overcome the difficulty in separating the tissues for cell-enriched studies of these parasites [10], [13]. The approach has been used successfully by our team to study tissue specific transcriptomics of gastrodermal, ovary and vitelline tissues of adult females of *S. japonicum* [11].

In the current study, we describe the application of LMM, in conjunction with microarray gene expression analysis, to map the transcriptome of biologically important tissues of *S. mansoni*, augmenting our study on *S. japonicum* tissue specific transcriptomics [11]. The gastrodermis (absorptive gut lining) of females and the reproductive tissues of male (testes) and female (ovary, vitelline glands) worms were targeted with this gene atlasing strategy to determine the expression repertoire of these tissues.

## Materials and Methods

Research involving animals in this study was approved by the Animal Ethics Committee of the Queensland Institute of Medical Research. The study was conducted according to guidelines of the National Health and Medical Research Council of Australia, as published in the *Australian Code of Practice for the Care and Use of Animals for Scientific Purposes*, 7th edition, 2004 (www.nhmrc.gov.au).

### Sample preparation

The Puerto Rican strain of *Schistosoma mansoni* is maintained in ARC Swiss mice and *Biomphalaria glabrata* snails at QIMR from stocks originating from the National Institute of Allergy and Infectious Diseases Schistosomiasis Resource Centre, Biomedical Research institute (Rockville, Maryland, USA).

Worm pairs were perfused from mice six weeks post-infection. Males and females were separated and single-sex samples, consisting of 30–40 worms, were transferred immediately into Tissue-Tek Optimal Cutting Temperature compound (OCT) (ProSciTech, Thuringowa, Australia) and frozen in dry ice. Four OCT blocks, each containing 30–40 worms, were used for the microdissection of each sex of *S. mansoni*. Worm sections were prepared for microdissection as described [11]. Cryosections were cut onto PALM 0.17 mm polyethylene naphthalene membrane covered slides (Carl Zeiss Microimaging GmbH, Bernried, Germany).

### Laser microdissection of schistosome tissues

Thawed cryosections of worms were stained with 1% (w/v) toluidine blue (CHROMA, Stuttgart, Germany), washed in distilled water and air dried in a sterile biohazard hood immediately prior to microdissection [11]. A PALM MicroBeam Laser Catapult Microscope (Carl Zeiss Microimaging) was used to microdissect the gut, ovary, vitelline glands of females and testes from males from the stained sections using a ×40 microdissection objective lens. The RoboLPC mode in PALMRobo 2.2.2 software (Carl Zeiss Microimaging) was used to cut and catapult the selected tissues from sections of adult schistosomes. Approximately 4×10^6^ µm^2^ of each tissue was catapulted into 200 µl opaque adhesive Teflon-coated caps (Carl Zeiss Microimaging) located in the laser path, a few millimetres above the specimen stage (Figure 1).

**Figure 1:**
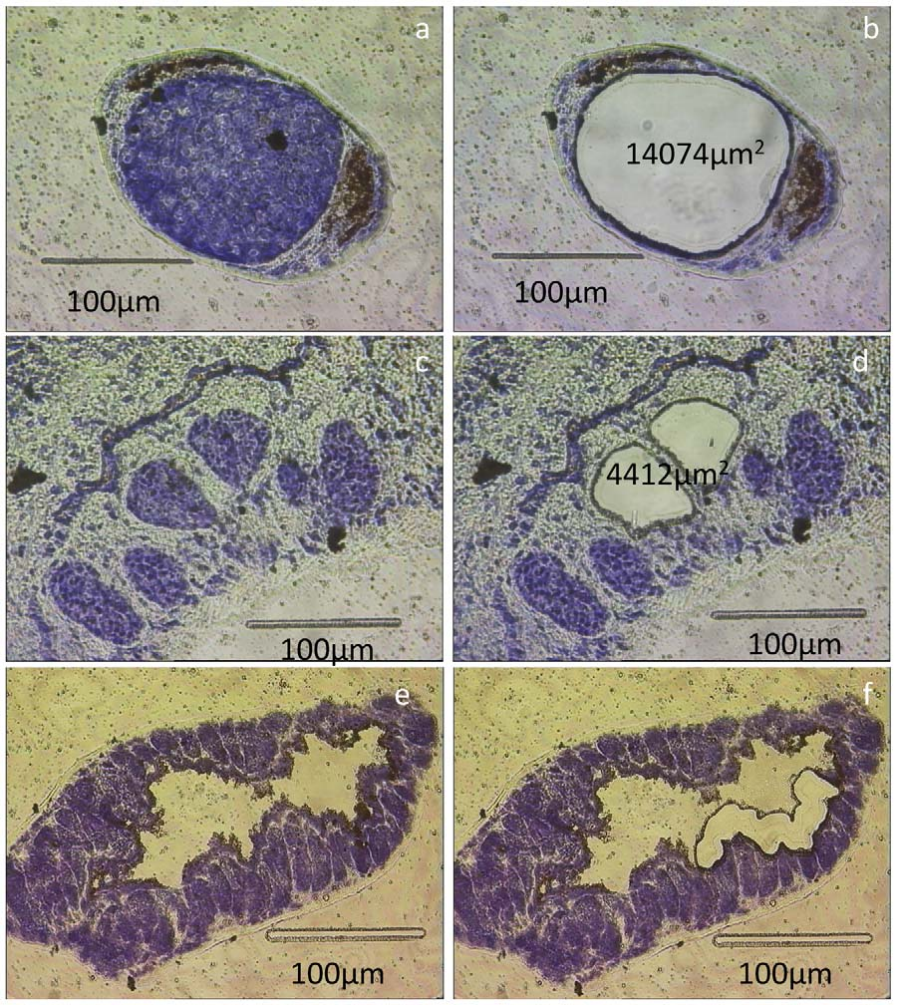
Laser Microdissection of adult *S. mansoni*. Sections of male and female *S. mansoni*, before and after microdissection, stained with 1% (w/v) toluidine blue. The left column shows the ovary (a), testes (c) and gastrodermis (e) before microdissection, while the right column shows the same sections of the ovary (b), testes (d) and gastrodermis (f) after microdissection.

The caps containing the dissected material were stored at −80°C until used. Sex-matched controls were obtained by randomly microdissecting sections of female or male worms to obtain microdissected samples, representing the entire expression repertoire of the adult worms. For female controls, an area approximating those of the three target tissues was dissected randomly from sections of females. For males, it was necessary to dissect an area of 20×10^6^ µm^2^ in order to obtain sufficient sample material as control tissue.

### Macro-dissection

As a complement to the microdissection studies, a set of macro-dissected samples was also obtained from *S. mansoni* male and female worms using a dissecting microscope and sterile razor blade. Females were cut transversely into three parts: namely, the head region, extending from the anterior extremity of the schistosome to the ventral sucker; the middle region, extending from the posterior extremity of the ventral sucker to the posterior margin of the ovary; and the hind region, extending from the posterior extremity of the ovary to the posterior extremity of the parasite. The tissue types included in each of these regions are shown (Table S1). Because of its extremely small size, the head region of 100 females was dissected for RNA extraction, whereas the middle and hind regions were obtained from only 15 females. Males were dissected into two regions; namely, the head region, which was that extending from the anterior extremity of the schistosome to the ventral sucker, and the hind region, representing the remainder of the worm. Head region samples were dissected from 100 worms whereas the hind region was dissected from only 3 parasites. A total of 5 female and 3 male sex-matched controls were used. In each case, the worm number was determined by the maximum amount of tissue amenable for efficient RNA extraction using an RNAqueous-Micro kit (Ambion, Austin, TX, USA) (see below).

### Total RNA isolation and hybridisation

Total RNA was isolated from LMM samples and manually dissected samples using RNAqueous-Micro kits using the manufacturer's protocol for LMM samples and whole tissue samples, respectively. The quality of RNA was assessed using the Bioanalyser RNA Pico Lab Chip (Agilent Technologies, Santa Clara, CA, USA) as described [11].

A 44k oligonucleotide microarray platform (Agilent Technologies) designed specifically for *S. mansoni* was used for microarray analyses [14]. Access to the design was kindly provided by Dr Sergio Verjovski-Almeida (Universidade de São Paulo) [14]. The microarray platform has 39,342 probes representing 19,907 putative genes [14]. The array was designed using publicly available EST data for *S. mansoni* and *S. japonicum* to include orthologous *S. japonicum* genes not cloned and sequenced by the time of microarray construction [14]. The coverage and similarity of microarray used in this current study was compared to the microarray used in our previous reported study of *S. japonicum* [11], by performing a local BLASTn using BioEdit with default settings [15]. The BLASTn was performed with the ESTs used in the design of the original microarray used in the *S. japonicum* transcriptomic study, queried against the nucleotide database consisting of ESTs from the microarray used in the current study (Table S2).

Gene expression analysis was performed for all the samples and biological replicates. Two and three biological replicates were used for testes and vitelline tissue samples, respectively, and single samples were used for the rest of the tissues due to limited availability of material for analysis. 

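The files used here hold 1 array for each sample. Vitelline tissue had 3 arrays and testes had 2, while ovary, gastrodermis, the microdissected female control and the microdissected male control had 1 each. A further 7 arrays held manually dissected or whole worms. Separate hybridisations of a sample were not analysed here, so the replicates compared are the samples of a tissue. Signals were compared among probes whose processed signal was at least 2 times its error on every microdissected array of the sex. Vitelline samples 2 and 3 then differed by 2-fold or more in 1.54% of probes. Vitelline sample 1 differed by 2-fold or more from sample 2 in 89.5% of probes and from sample 3 in 89.1%. Much of this is an offset of the whole array under scaling to the median, since the median log2 difference was -2.40 and -2.35. With 75th percentile scaling the median log2 fold of sample 1 over the control went from -2.01 to 0.01. Over probes well above background on both arrays, Pearson's correlation of the log2 signal was 0.989 between samples 2 and 3, against 0.813 between samples 1 and 2 and 0.800 between samples 1 and 3. These correlations are across probes, which are not independent replicates. The testes samples differed by 2-fold or more in 23.2% of probes, with a median log2 difference of 0.60. The number of arrays limits the precision of every value that rests on them.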

Two technical replicates ( = two hybridisations) were performed for each sample.

Microarray hybridisation used 200 ng of RNA from each sample according to the manufacturer's instructions (One-colour Microarray-Based Gene Expression Analysis Protocol; Version 5.7, March 2008 Agilent) [7]. GENESPRING software version 7.3.1 (Agilent Technologies/Silicon Genetics) was used for the *in silico* analysis of microarray data [16]. Microarray signal intensities from laser microdissected female tissues were normalised against those of laser microdissected whole female controls, while signal intensities from testis samples were normalised against those of laser microdissected whole male controls. Macro-dissected male and female samples were normalised against whole male and female control samples, respectively.

Hybridized slides were scanned using an Agilent Microarray Scanner (B version) as Tiff files and processed with the Feature Extraction 9.5.3.1 Image Analysis program (Agilent) to produce standardised data for statistical analysis. All microarray slides were assessed for background evenness by viewing the Tiff image by Feature Extraction. Feature extracted data were analysed using GENESPRING (version 7.3.1; Agilent Technologies/Silicon Genetics, Redwood City, CA). 

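The authors deposited the Feature Extraction output of every array and tables of their normalised ratios, so the ratios could be traced to the arrays. Within a tolerance of 0.1%, the vitelline ratio in the authors' deposited table was the ratio of vitelline sample 2 to the female control times 1 constant for 5055 of 5058 probes. The same comparison held for 12 probes with vitelline sample 1 and for 33 with sample 3. The testes ratio in the authors' deposited table came from testes sample 1 for 2171 of 2171 probes. In the authors' deposited tables for the male head and hind region, 1 column of testes ratios came from testes sample 2, for 1103 of 1103 and 90 of 90 probes, and another from testes sample 1. Each constant lay within 1% of the ratio of the array medians, taken without a floor. Some of these medians lay under 5, so the deposited ratios argue against a median taken after the floor. Where the gastrodermis or control signal was under 5, the ratio in the authors' deposited table followed the signal itself for 586 of 586 probes. In the authors' deposited table for the female head, 276 probes carried an Absent flag for the female hind. All 276 were marked by the software as not well above background, and 58 had a processed signal under 2 times its error. The values below use the stated floor and scaling: signals under 5 were set to 5 and each was divided by the median of its array. The paper does not say whether the median is taken before or after the floor. Taking it before, and averaging replicates on the log2 scale, were choices made here. With the median taken after the floor, probes at 2-fold or more went from 84 to 36 in vitelline tissue and from 1771 to 1007 in the female head. A median per gene cancels in a ratio to the control.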

Microarray data were normalised using a normalisation scenario for “Agilent FE one-color” which including “Data Transformation: Set measurements less than 5.0 to 5.0”, “Per Chip: Normalize to 50th percentile” and “Per Gene: Normalize to median”. Data sets were further analysed using published procedures based on one-colour experiments [17]. The gProcessedSignal values were determined in GENESPRING using Agilent's Feature Extraction software including aspects of signal/noise ratio, spot morphology and homogeneity. Thus, gProcessedSignal represents signal after localised background subtraction and includes corrections for surface trends. Features were deemed Absent when the processed signal intensity was less than two fold the value of the processed signal error value. Features were deemed Marginal when the measured intensity was at a saturated value or if there was a substantial amount of variation in the signal intensity within the pixels of a particular feature. Features that were not Absent or Marginal were deemed Present. Data points were included only if Present or Present/Marginal and probes or contigs retained if all data points were Present or Present/Marginal.

Microarray data have been submitted to the Gene Expression Omnibus public database, under accession numbers GPL10875 and GSE23942.

### Gene ontology analysis

Updating of annotation was performed on 20 October 2010 on all of the differentially expressed genes (6,295) detected in the four tissue types, using the Blast2GO online annotation pipeline [18]. BlastX was performed using the NCBI blast server URL (http://www.ncbi.nlm.nih.gov/Blast.cgi), ExpectedValue 1.0.E-3, and QBlast mode. The Gene Ontologies were assigned based on the hits received from the Blast using default settings. InterPro annotations were identified and retrieved domain/motif information used to transfer GO terms with already existent GO terms. Genes with GO annotation were submitted for Enzyme code and KEGG map assignment. The sequence description based is on BlastX analysis, sequence length and the number of hits (Table S3).

### Real-time PCR validation of microarray data

Gene expression patterns determined by microarray analysis were validated using real-time PCR. A subset of genes was selected for each tissue for validation. The selections were made based on the high level of expression and the importance of function in each tissue. Forward and reverse primers (Sigma-Aldrich, Castle Hill, Australia) were designed for 14 selected contigs (Table S4). All total RNA samples were DNase-treated (Promega, Annandale, Australia) before complementary DNA (cDNA) synthesis [11]. Real-time PCR was performed and analysed using previously described protocols [19]. DNA segregation ATPase [16] (TC15682- Smp176580, Contig809759.1) was used as housekeeping gene for the real time PCR reactions. Real-time PCR and microarray data were compared using GraphPad Prism Version 5.00 (GraphPad Software, San Diego, USA) [16], [20]. Data from microarray and real time PCR analyses were examined to ascertain if they fitted normal distributions, using the D'Agostino and Pearson omnibus and the Shapiro-Wilk normality tests.

## Results

### Laser microdissected tissues

Signal from female microdissected tissues (Figure 1), normalised against the whole female microdissected sample and subsequent filtering for flags revealed 15,109 contigs of which 5,060 were expressed 2-fold or higher than the female control in at least one of the three target tissues. 

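Tissue was isolated by laser microdissection from sections of adult females 6 weeks after infection, with an area of 4 mm2 per tissue sample and 200 ng of RNA per hybridisation. Each 1-colour array holds 41739 different probes apart from control spots. The median processed signal, after the background subtraction of the authors' software, was 2.55, 6.20 and 7.66 on vitelline arrays 1, 2 and 3, 5.51 for the ovary, 4.67 for the gastrodermis and 6.11 for the female control. The share of probes well above background was 22.4%, 38.7% and 44.5% on the vitelline arrays, 41.6% for the ovary, 25.3% for the gastrodermis and 37.8% for the control. No probe was saturated (0 on every array). The vitelline and ovary arrays lay on 1 slide and the gastrodermis and control arrays on another, so slide and tissue cannot be separated for vitelline tissue and ovary. A probe passed the flag filter when it was not Absent on any of the 6 female arrays. This left 10770 probes, of which 3583 had a mean signal 2-fold or more above the female control in at least 1 of the tissues. Without a flag filter, the alternative that moved these counts most, all probes were kept and 9965 reached 2-fold. Ovary, gastrodermis and control had no replicates.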

The number of genes identified as being enriched in each tissue is shown (Figure 2a, Table 1, Table 2, Table 3, Table 4, Table S5). The majority of enriched genes were detected in the ovarian sample. 

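The ovary had 3254 probes 2-fold or more above the female control, the gastrodermis had 355 and vitelline tissue had 84. These counts depended on the scaling of the arrays, since the median log2 fold over the control was 0.58 in the ovary, -1.87 in the gastrodermis and -2.01, 0.39 and 0.32 on vitelline arrays 1, 2 and 3. With quantile normalisation between arrays the order changed, with 1538 probes in the ovary and 1902 in the gastrodermis. In a limma fit of all 9 microdissected arrays, no probe was higher in the ovary at an adjusted p under 0.05 (0 probes) and 102 were lower, while 349 passed an unadjusted p under 0.05, 23 of them higher. The same limma fit gave 0 probes in either direction for the gastrodermis, with 194 at an unadjusted p under 0.05, and 0 for vitelline tissue, with 108. Without vitelline sample 1 the fit called 950 probes higher and 886 lower in the ovary. That fit took its spread from vitelline arrays 2 and 3 and the testes arrays, and the single ovary array could not check it. The paper states that the ovarian sample held the majority of the enriched genes.

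**Figure D1:**
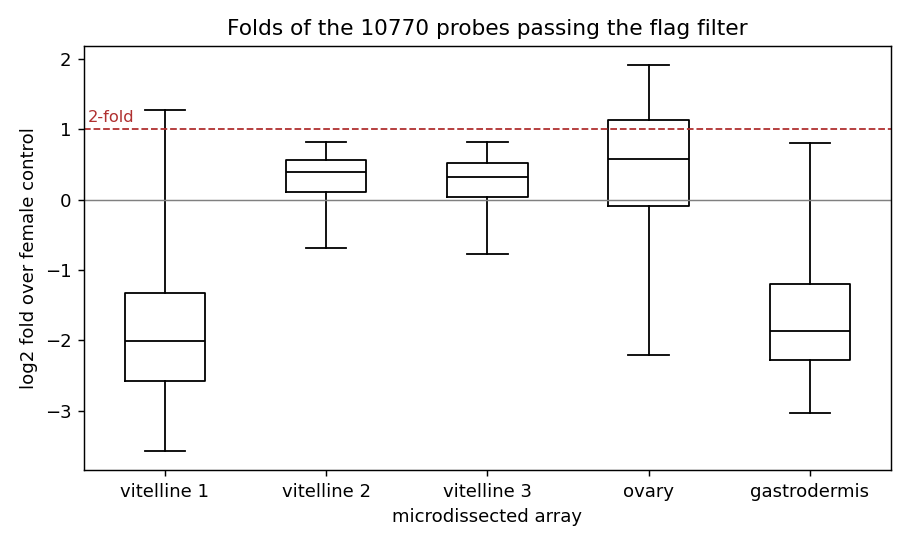
Log2 fold over the microdissected female control for the 10770 probes that passed the flag filter, on each of the 5 tissue arrays. Each box gives the median and quartiles, the whiskers the 5th and 95th percentiles, and the dashed line a 2-fold increase. The boxes of vitelline 1 and the gastrodermis lie below the control for most probes.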

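Vitelline tissue and ovary shared 46 probes that were 2-fold or more above the female control, and 21 of these were below 2-fold in the gastrodermis. Independent lists of the same lengths would share 25.4 probes. Both tissues were divided by the same control array, so unchanged tissues also give shared probes. Simulated unchanged tissues with lists of these lengths shared 77.2 probes on average with the spread of the limma fit, and 77.7 with the same spread for every probe. Only ranks count at fixed lengths, so the size of a common spread cannot change the second value. Both values assume that the control array varies as much as a single tissue array. Leaving that sample out raised the number outside the gastrodermis to 57.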

A total of 121 genes were enriched for both vitellaria and ovary, which was as expected, considering the ontogenetic and functional similarities of the two tissues. Fewer genes were enriched in both the gastrodermis and either of the two female germinal tissues. 

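The gastrodermis shared 42 probes at 2-fold or more with the ovary, against 107 expected of independent lists, and 47 with vitelline tissue, against 2.77 expected. All were divided by the same control array, and simulated unchanged tissues with lists of these lengths shared 267 and 35.6 probes. Gastrodermis and vitelline tissue shared 19, 104 or 113 probes without vitelline sample 1, 2 or 3. Scaling to the 75th percentile of each array gave 184 probes shared with the ovary and 569 shared with vitelline tissue.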

Three hundred and fifty eight (358) genes were enriched for the gastrodermis only; of these 112 were significantly up-regulated (P<0.05). 

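Among the probes that passed the flag filter, 291 were 2-fold or more above the control in the gastrodermis and below 2-fold in both other tissues. The gastrodermis had 1 array, so its spread was taken from the replicated vitelline and testes arrays. With limma, 0 of the 291 had an unadjusted p under 0.05, 0 an adjusted p under 0.05 over all probes tested, and 0 adjusted over the list alone. The list was selected on the same arrays, so the last count is not independent evidence. Without vitelline sample 1 the same steps gave 358 probes, of which 207 had an unadjusted and 157 an adjusted p under 0.05 (limma). Scaling to the 75th percentile gave 154 probes with an unadjusted p under 0.05.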

A representative list of genes highly expressed in the gastrodermis is shown (Table 1). 

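In the gastrodermis, a cathepsin B (Q2_P37714) and a cathepsin D2-like protease (Q2_P07155) were both 3.41-fold above the female control, the second with an adjusted p of 0.57 in limma. Of the transmembrane transporters, a multidrug resistance protein (Q2_P04863) was 4.10-fold higher, a cationic amino acid transporter (Q2_P30192) 2.76-fold and a calcium ATPase (Q2_P04728) 2.26-fold. A CD36-like scavenger receptor (Q2_P35922) was 6.59-fold higher. Descriptions are given for probes of the deposited lists only. Among 82 probes described there as proteases or peptidases, 39 passed the flag filter on the female arrays and 8 of them were 2-fold or more above the control in the gastrodermis. In the ovary 24 of the 39 were, but the ovary list held 3254 of the 10770 probes and the gastrodermis list 355. Relative to list length, proteases were more frequent in the gastrodermis list. The described probes come from lists of raised probes, so the counts do not show proteases to be particular to the gastrodermis. With quantile normalisation the numbers were 11 in the gastrodermis and 5 in the ovary.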

Among those highly expressed were digestive proteases with diverse mechanistic activity, transmembrane transporters, lysosomal proteins and many unknown proteins. A large proportion (>40%) of the contigs enriched in the gut encoded hypothetical proteins with or without conserved domains, or unknown proteins with no sequence similarity to any known proteins from other organisms.

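In the authors' deposited table for the gastrodermis, 186 probes (47.3%) had no protein description and a further 96 (24.4%) were described as hypothetical or expressed proteins, which makes 282 (71.8%) in all. The contigs of 272 probes (69.2%) belonged to an array class without a GenBank match in the authors' deposited table. Here 279 probes of that list passed the flag filter, and each of those 279 was 2-fold or more above the female control. On vitelline array 1, which the deposited ratios leave out, 247 probes (62.8%) of the list were 2-fold or more above the same control.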

**Figure 2:**
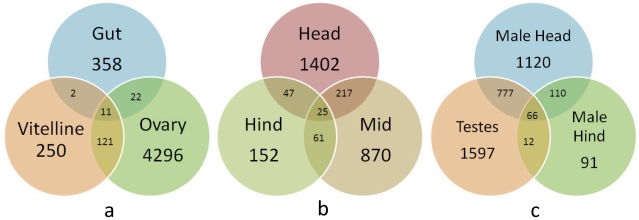
Genes enriched in specific tissues of adult *S. mansoni*. Venn diagram showing the numbers of *S. mansoni* genes up-regulated at least 2-fold in (a) microdissected female tissues, (b) macrodissected female tissues, (c) macro-dissected male tissue and testes.

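In the female tissues, 3191 probes were 2-fold or more above the control in the ovary only and 16 in vitelline tissue only. The gastrodermis and ovary shared 17 probes that were below 2-fold in vitelline tissue, the gastrodermis and vitelline tissue shared 22 that were below 2-fold in the ovary, and 25 reached 2-fold in all 3 tissues. In the female regions, 1435 probes were raised in the head only, 747 in the middle only, 126 in the hind only and 38 in all of them. In males, 745 probes were raised in the head only, 48 in the hind only and 2408 in the testes only, with 79 in all of them. The single regions and tissues had no replicates apart from vitelline tissue and testes. Leaving out vitelline sample 1 changed the vitelline only count to 95.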

**Table 1:** A selection of differentially up-regulated genes of the female gastrodermis normalised to the whole female control.

*Systematic name	Gene name	Fold change	Contig	Protein description
Q2_P17138	Smp_127380	147.3	C918435.1	huntingtin associated protein-1 domain, putative
Q2_P37910	Smp_014610	8.83	C919425.1	conserved hypothetical protein
Q2_P27373	Smp_166170	7.98	C900002.1	hypothetical protein
Q2_P35922	Smp_128430	6.58	C915671.1	cd36 antigen, putative
Q2_P17781	Smp_095980	4.32	C920836.1	superoxide dismutase precursor (EC 1.15.1.1), putative
Q2_P04863	Smp_151910	4.1	C808892.1	multidrug resistance protein 1, 2, 3 (p glycoprotein 1, 2, 3)
Q2_P17708	Smp_138570	4.04	C920388.1	spore germination protein, putative
Q2_P35898	Smp_014570	3.91	C915640.1	saposin- saposin -containing protein
Q2_P37714	Smp_085010	3.41	C919093.1	putative cathepsin B,
Q2_P07155	Smp_136730	3.4	C812496.1	cathepsin D2-like protein
Q2_P35878	Smp_194850	3.23	C915617.1	Niemann Pick type C2 protein homolog
Q2_P40679	Smp_006760	3.09	JAP06514.C	fasting-inducible integral membrane protein tm6p1-related
Q2_P23552	Smp_152050	3.08	C807737.1	tetraspanin 18, isoform 1, putative
Q2_P30192	Smp_004190	2.76	C904653.1	cationic amino acid transporter, putative
Q2_P19424	Smp_138380	2.57	C802143.1	leucine aminopeptidase- related
Q2_P19417	Smp_139160	2.33	C802136.1	cysteine protease family C1-related
Q2_P03089	Smp_162770	2.7	C806088.1	lysosome-associated membrane glycoprotein
Q2_P03953	Smp_173160	2.3	C807425.1	zinc metalloprotease, putative
Q2_P04728	Smp_137170	2.25	C808691.1	plasma membrane calcium-transporting atpase, putative
Q2_P25963	Smp_159350	2.22	C811300.1	platelet binding protein-related

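All 20 probes of Table 1 were 2-fold or more above the female control on the gastrodermis array, with a range of 2.22- to 147-fold and a median of 3.32-fold. The flag filter was passed by 8 of them, and the smallest adjusted p among these was 0.57 (limma). The spot of 1 of the 20 probes was marked as a non-uniform outlier, that of Q2_P17138. On vitelline array 1, 14 of the 20 were lower than the control and 6 were 2-fold or more above it.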

*The systematic naming of probes follows [14].

**Table 2:** A selection of differentially up-regulated genes of the vitelline tissue normalised to the whole female control.

*Systematic name	Gene name	Fold change	Contig	Protein description
Q2_P25336	Smp_164320	12.67	C810082.1	hypothetical protein
Q2_P41174	Smp_041540	4.02	JAP07007.C	hormone receptor 4 (dHR4), putative
Q2_P39884	Smp_056350	3.33	JAP08870.C	mitotic spindle assembly checkpoint protein mad2-
Q2_P40473	Smp_170990	3.05	JAP07382.S	vinculin, putative
Q2_P39851	Smp_174820	2.85	JAP08581.C	serine/threonine kinase, putative
Q2_P36026	Smp_173320	2.58	C915812.1	tubulin tyrosine ligase-related
Q2_P37617	Smp_169380	2.53	C918667.1	protein-tyrosine phosphatase, putative
Q2_P36808	Smp_162900	2.37	C917244.1	tyrosine-protein kinase pr2, putative
Q2_P38755	Smp_148680	2.28	JAP01788.S	DNA double-strand break repair rad50 ATPase,
Q2_P27568	Smp_076950.2	2.24	C900263.1	solute carrier family 33 (acetyl-CoA transporter)
Q2_P26890	Smp_008580	2.23	C812627.1	sugar transporter, putative
Q2_P31891	Smp_124110	2.13	C907823.1	smad nuclear interacting protein, putative
Q2_P35951	Smp_137080	2.11	C915708.1	multidrug resistance protein 1, 2, 3
Q2_P33700	Smp_158400	2.04	C911301.1	receptor protein tyrosine phosphatase r (pcptp1),

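The 14 probes of Table 2 were all 2-fold or more above the female control on vitelline array 2. On array 3 this held for 3 of them and on array 1 for 0. Without the floor of 5, their median fold was 0.236 on array 1, 2.45 on array 2 and 1.72 on array 3. The mean over the 3 arrays, with the floor, ranged from 0.750- to 2.08-fold with a median of 1.16-fold, and 1 probe (Q2_P39884) reached 2-fold. For Q2_P25336 the mean was 1.07-fold, and its spot on array 2 was marked as a non-uniform outlier. The flag filter was passed by 4 of the 14 probes, each with an adjusted p of 1.0 (limma). Of all probes in the authors' deposited vitelline list, 115 (29.9%) were 2-fold or more above the control on array 3 and 17 on array 1.

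**Figure D2:**
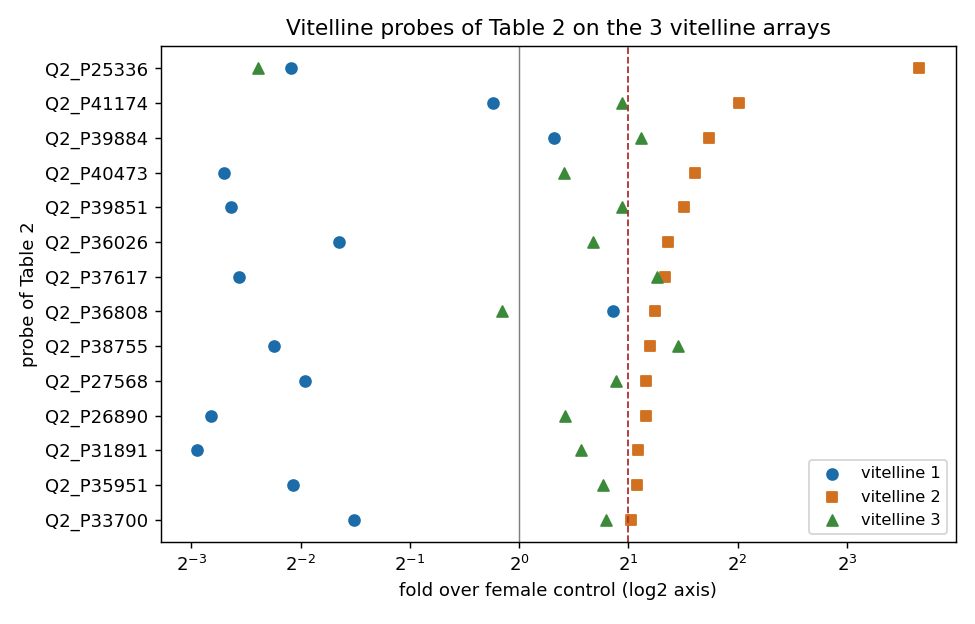
Fold over the female control, on a log2 axis, of the 14 probes of Table 2 on each of the 3 vitelline arrays. The points of array 2 all lie above 2-fold, 3 points of array 3 do, and 0 points of array 1 do.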

*The systematic naming of probes follows [14].

**Table 3:** A selection of differentially up-regulated genes of the ovary normalised to the whole female control.

*Systematic name	Gene name	Fold change	Contig	Protein description
Q2_P35767	Smp_141900	70.62	C915481.1	expressed protein
Q2_P17568	Smp_144080	69.56	C919966.1	proprotein convertase subtilisin/kexin-related
Q2_P35553	Smp_150350	57.65	C915220.1	synaptotagmin, putative
Q2_P22372	Smp_080360	52.15	C806137.1	hypothetical protein
Q2_P06908	Smp_011870	50.87	C812082.1	hypothetical protein
Q2_P32715	Smp_026400	38.6	C909489.1	thyrotroph embryonic factor related
Q2_P34493	Smp_027920	24.25	C912754.1	tubulin alpha chain, putative
Q2_P32366	Smp_082490	17.99	C908755.1	cyclin B, putative
Q2_P02801	Smp_153660	15.49	C805565.1	cyclin d, putative
Q2_P39175	Smp_067260	14.77	JAP01374.C	transforming growth factor-beta receptor type I, putative
Q2_P41215	Smp_145580	14.09	JAP08203.C	progesterone-induced-blocking factor, putative
Q2_P14033	Smp_160630	13.32	C911654.1	DNA repair protein rad51 homolog 3, r51h3, putative
Q2_P24711	Smp_004060	11.98	C809241.1	cell division cycle 20 (cdc20) (fizzy), putative
Q2_P29040	Smp_162710	11.46	C903052.1	aurora kinase-related
Q2_P40215	Smp_135900	9.43	JAP01762.S	DNA double-strand break repair rad50 ATPase, putative
Q2_P00792	Smp_160650.2	5.43	C801902.1	smad1, 5, 8, and, putative
Q2_P28420	Smp_145900	4.69	C902171.1	adam, putative
Q2_P14621	Smp_089700	4.16	C912832.1	integrin beta subunit, putative
Q2_P36767	Smp_144390	3.21	C917178.1	transforming growth factor-beta receptor type I and II, putative
Q2_P05400	Smp_165220	3.15	C809991.1	embryonic ectoderm development protein, putative
Q2_P11728	Smp_033950	2.66	C907151.1	Smad4, putative
Q2_P18126	Smp_157540	2.54	C800274.1	smad, putative
Q2_P22966	Smp_072370	2.31	C806933.1	major egg antigen (p40)

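The 23 probes of Table 3 were all 2-fold or more above the female control on the single ovary array. Their folds ran from 2.31 to 70.6 with a median of 13.3. No spot of these probes was marked as an outlier on the ovary array (0 of 23). The flag filter was passed by 7 probes, with a smallest adjusted p of 0.643 in limma. The highest folds belonged to Q2_P35767 at 70.6 and to a proprotein convertase (Q2_P17568) at 69.6.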

*The systematic name of probes follows [14].

**Table 4:** A selection of differentially up-regulated genes of testis normalised to the whole male control.

*Systematic name	Gene name	Fold change	Contig	Protein dscription
Q2_P28420	Smp_145900	32.89	C902171.1	ADAM, putative
Q2_P39027	Smp_165970	31.26	JAP00180.C	acidic fibroblast growth factor intracellular binding protein, putative
Q2_P38111	Smp_143970	26.69	C920217.1	kelch-like protein
Q2_P35735	Smp_157820	26.09	C915438.1	ataxia telangiectasia mutated (atm), putative
Q2_P30827	Smp_074830	20.54	C905692.1	tubulin tyrosine ligase-related
Q2_P40105	Smp_067260	19.78	JAP11452.C	transforming growth factor-beta receptor type I, putative
Q2_P02282	Smp_032490	19.72	C804679.1	tropomyosin, putative
Q2_P14033	Smp_160630	15.73	C911654.1	DNA repair protein rad51 homolog 3, r51h3, putative
Q2_P38558	Smp_169970	14.78	JAP06742.C	Paramyosin, putative
Q2_P39506	Smp_136210	10.12	JAP03797.C	testis development protein nyd-sp29, putative
Q2_P34493	Smp_027920	9.08	C912754.1	tubulin alpha chain, putative
Q2_P25694	Smp_167000	8.73	C810809.1	testis specific protein, putative
Q2_P32904	Smp_042740	8.47	C909800.1	sperm associated antigen 6
Q2_P06063	Smp_167610	7.02	C810843.1	multidrug resistance-associated protein 4 (mrp/cmoat-related abc transporter
Q2_P12548	Smp_139730	5.04	C908741.1	intraflagellar transport 81
Q2_P21892	Smp_075140	3.96	C805511.1	spermatogenesis associated 18
Q2_P10649	Smp_058320	3.68	C904995.1	nuclear autoantigenic sperm protein (nasp), putative
Q2_P20054	Smp_078040	3.45	C802934.1	tubulin beta chain, putative
Q2_P39599	Smp_152680	3.41	JAP05136.C	epidermal growth factor receptor, putative
Q2_P22159	Smp_104730	3.17	C805862.1	DNAj homolog subfamily B member 4, putative

*The systematic naming of probes follows [14].

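The mean of the testes arrays was 2-fold or more above the male control for all 20 probes of Table 4, and all 20 passed the flag filter. The mean folds ranged from 2.40 to 20.8 with a median of 7.89. Testes array 1 gave the higher fold for all 20 probes, with a median of 9.61 against 6.22 on array 2, where 19 of the 20 reached 2-fold. This gap is not particular to these probes, since over all probes that passed the filter array 1 had a median log2 value 0.60 above array 2. With 75th percentile scaling the median log2 folds of the arrays over the control were 0.25 and 0.21. The largest mean was that of Q2_P35735, at 26.1-fold on array 1 and 16.6-fold on array 2, with an adjusted p of 0.162 (limma), the smallest of the table.

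**Figure D3:**
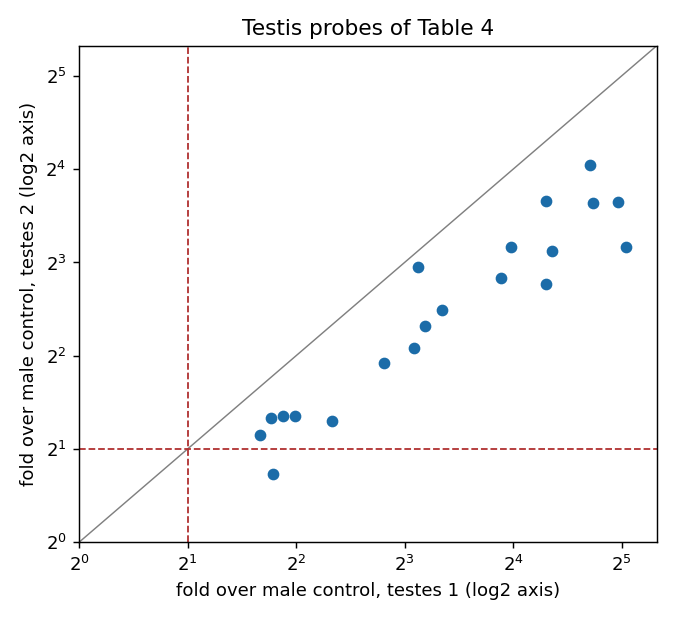
Fold over the microdissected male control of the 20 probes of Table 4 on testes array 1 and testes array 2, both on log2 axes. All 20 points lie on the side of the higher fold on array 1.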

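Testes were isolated by laser microdissection from 6-week-old males, and the male control was taken from an area of 20 mm2 of sections. The median processed signal was 12.4 on testes array 1, 7.59 on testes array 2 and 10.8 on the male control, and 41.4%, 57.8% and 47.5% of probes were well above background. Testes array 2 was hybridised on another slide and read on another scanner than the other two. The flag filter over these 3 arrays left 19878 probes. The mean of the testes arrays was 2-fold or more above the control for 2346 of them. On testes array 2, 990 probes (45.6%) of the authors' deposited testes list were 2-fold or more above the control. Normexp background correction changed the number of enriched probes to 777 and 75th percentile scaling to 4331. In limma, 0 probes were higher and 2 lower at an adjusted p under 0.05, with 1556 at an unadjusted p under 0.05, 425 of them higher. Without vitelline sample 1, which enters only through the spread, limma called 1053 probes higher and 2558 lower.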

For the testes, after filtering the microarray data for flagged signal and normalising against the whole male control, a total of 16,334 contigs were revealed, of which 2,171 were up-regulated 2 fold or higher than the whole male control (Table S5). We also compared gene transcription between the male and female reproductive tissues. The ovary had more genes in common with testes than with the vitelline tissue, while all reproductive tissues expressed 35 enriched contigs in common (Table S6, Figure S1).

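Each tissue was set against the control of its own sex, and 10632 probes passed the flag filter in both sexes. Of these, 353 were 2-fold or more above the control in both ovary and testes, where independent lists would share 270. Ovary and vitelline tissue shared 39, where independent lists would share 22.2 and simulated unchanged tissues against their common control 67.7. Vitelline tissue and testes shared 16, and 9 probes reached 2-fold in all of them. The count for ovary and testes was 562 without testes sample 2. Without vitelline sample 1, ovary and vitelline tissue shared 63 probes. With testes sample 1 left out, 19 probes reached 2-fold in all of them. The paper states that the ovary had more genes in common with testes than with vitelline tissue.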

GO distribution for each tissue type is shown in Figure S2 using level 2 annotations. A pie chart representation and the number of contigs at level 2 annotation are shown for either “Biological Process” or “Molecular Function”. The top 10 GO annotations, based on overall contig numbers for each ontology, are shown (Figure S3). Results are shown for either “Biological Process” or “Molecular Function”. 

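When the probes raised in the testes were added to those raised in the female tissues, 5462 probes were 2-fold or more above the control in any of the 4 tissues isolated by microdissection. No test with replicates was possible for the ovary or the gastrodermis alone. The number was 3169 after normexp background correction and 12037 with no flag filter.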

Annotations for the 6,295 contigs that were differentially expressed in any 1 of the 4 tissue types isolated by LMM, as determined by microarray analysis, are shown (Table S5).

### Macro-dissected female tissues

Of the 41,799 probes on the microarray, 18,359 were present in all the macro- dissected female tissue samples when normalised against the whole female control and filtered for significant signal. 

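Females were divided by hand into head, middle and hind regions, and RNA was pooled from 100 heads, 15 middle regions and 15 hind regions, with 5 whole females as the control. The median processed signal was 3.92, 3.72, 3.53 and 5.26, in that order, and 39.7%, 42.6%, 42.5% and 47.7% of probes were well above background. The 4 arrays lay on 1 slide. Each region had 1 array and was not tested. The flag filter over the 4 arrays left 17982 probes. Accepting probes that were not Absent in at least 1 of the groups gave 28094.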

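Relative to the whole female control, 1771 probes were raised 2-fold or more in the female head, 1085 in the middle region and 284 in the hind region. In at least 1 region this held for 2705 probes. The median log2 fold over all probes was -0.24 in the head and 0.15 in the middle region. Normexp background correction moved the counts most, to 35 in the head, 11 in the middle region and 17 in the hind region.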

Three thousand one hundred and nine genes were up-regulated two-fold or more in at least one region of the parasite, compared with the control sample, and their presentation in each region is shown (Figure 2b). The head and middle regions had fewer genes in common with the hind region (Table S7, Table S8, Table S9) and this may be due to the dominance of vitelline tissue in the hind region of adult female schistosomes. 

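The female head and middle region shared 277 probes at 2-fold or more, the middle and hind regions 99, and the head and hind region 97. Independent lists would have shared 107, 17.1 and 28.0. The hind list was the shortest, and relative to list length 25.5% of the middle list lay in the head list, while 34.9% of the hind list lay in the middle list and 34.2% in the head list. All regions were divided by the same whole female array. Simulated unchanged regions with lists of these lengths shared 400, 103 and 137 probes, in the order above.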

The microdissected ovarian sample and the female middle region showed 574 genes enriched in common, which is probably due to the anatomical location of the ovary within this region (Table S1), but the vitelline tissue had only 4 common genes with the hind region. This latter result is interpreted as being due to the dominance of vitelline gland transcriptional activity in females overall.

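Of the 10677 probes that passed the flag filters of both experiments, 431 were 2-fold or more above the control in both the microdissected ovary and the female middle region, where independent lists would share 154. These were 84.7% of the 509 raised probes of the middle region. Microdissected vitelline tissue and the hind region had 6 raised probes in common, of 110 in the hind region, and independent lists would share 0.814. Leaving out a vitelline sample changed this number to between 12 and 20, the highest without vitelline sample 1.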

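The signal of vitelline arrays 2 and 3 had a Pearson correlation of 0.965 and 0.958 with that of the microdissected female control, taken across probes, which are not independent replicates. The correlation with the same control was 0.858 for the ovary, 0.877 for the gastrodermis and 0.824 for vitelline array 1. Arrays 2 and 3 correlated at 0.930 and 0.929 with the whole female and at 0.931 and 0.929 with the female hind. The paper interprets the small number of genes shared with the hind region as a result of the dominance of vitelline gland transcription in females.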

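Males were divided by hand into head and hind regions, pooled from 100 and 3 worms, with 3 whole males as the control. The median processed signal was 5.40 in the head, 6.97 in the hind region and 7.45 in the whole male, with 46.2%, 54.2% and 56.3% of probes well above background. The flag filter over these arrays and both testes arrays left 19117 probes. At least 1 of male head, male hind and testes was 2-fold or more above the whole male for 4397 of them. The number ranged from 1859 with normexp background correction to 5942 with no flag filter.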

There were 3,773 genes up-regulated in manually dissected male tissues and the testes when compared with the whole male worm. Genes that were up-regulated two fold or higher in each male tissue sample are shown (Figure 2c and Table S10, Table S11). 

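The male head had 1917 probes 2-fold or more above the whole male and the male hind region had 239. The testes, as the mean of both arrays over the whole male, had 3516. Normexp background correction gave 32 probes for the head and 95 for the hind region. No replicates were available for the regions, and testes array 1 came from another slide and scanner than the whole male.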

The testes were included in the male hind region during manual dissection, but the analysis showed that the testis had more genes in common with the head than the hind region. This may reflect similar gene expression in tissues bordering or surrounding the testes, or may reflect the gross manual dissection procedure. 

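Testes and male head shared 1084 probes at 2-fold or more, against 353 expected of independent lists, and testes and male hind shared 103, against 44.0 expected. As a share of the region's list, 56.5% of the head probes and 43.1% of the hind probes were raised in the testes. The head list was the longer one. Simulated unchanged samples divided by the same whole male array, with lists of these lengths, shared 1070 and 183 probes. After normexp background correction the order turned, with 7 probes shared with the head and 25 with the hind region. The paper states that the testis had more genes in common with the head than with the hind region.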

Either way, the accuracy of LMM provides the best isolation method for this type of tissue, and this type of experimental approach.

### Real-time PCR validation of the microarray data

The D'Agostino & Pearson omnibus and the Shapiro-Wilk normality tests showed that the data were not normally distributed. Therefore, Spearman correlation was used [20] to compare the real-time and microarray data. Comparison of 31 data pairs using the Spearman correlation showed a statistically significant correlation (P<0.0001, alpha = 0.05) between the real-time and microarray data (Figure S4).

### Comparison of expression profiles of *S. japonicum* and *S. mansoni* adult tissues

In our previous study, we investigated expression profiles of three female tissues of *S. japonicum* using a different microarray platform [11]. To compare more directly the expression profiles of these tissues in *S. japonicum* and those of *S. mansoni* presented here, BLASTn searches of the two datasets were performed to identify potential homologues enriched in tissue for both species (Table S2).

Approximately 72% of the contigs on the microarray used in the previous investigation of *S. japonicum* tissue-specific expression corresponded to putative orthologues of genes represented on the current microarray, with homology greater than 75% and covering more than 40% of the sequence length (e-value<1E-10). When the previous reported *S. japonicum*/*S. mansoni* microarray [11] was compared to that used here on the basis of design, approximately 95% of contigs derived from *S. mansoni* (TC) had homologues on the current microarray, whereas only approximately 33% of contigs derived from *S. japonicum* ESTs on that platform had strong homology to sequences on the current microarray. Overall there are strong similarities between the combined (*S. japonicum* and *S. mansoni*) microarray [11] and the microarray used in the current study [14] which was based on a more recent EST assembly.

The considerable overlap between the two microarrays allowed us to make direct comparisons of expression profiles of tissues of the two schistosome species. Of the 393 up-regulated genes in *S. mansoni* gastrodermal tissue, 180 had homologues in the microarray used in the previous *S. japonicum* study [11], and 31 of these were transcriptionally enriched in the *S. japonicum* gastrodermis. Similarly, of the 384 enriched genes in *S. mansoni* vitelline samples, 188 had homologues in the combined microarray, of which 33 were enriched also in the *S. japonicum* vitelline tissue. Four thousand four hundred and fifty (4,450) upregulated genes in *S. mansoni* ovary had 2675 homologues, and 917 of these were enriched in the *S. japonicum* ovary (Table S5).

## Discussion

In this paper we present transcriptomic data for four tissues in adult worms of *Schistosoma mansoni*. This study complements our previous description of tissue-specific transcriptomics for the related species *S. japonicum* [11], but, additionally, provides the first expression analysis of the testes of a schistosome. As a means to defining the transcriptome of other less accessible tissues, we have also incorporated data from crude dissection of adults. Although this latter dataset cannot replace detailed localisation investigations of specific tissues, it can be used to give a crude overview of sites of expression of genes.

For this study, we pooled multiple schistosome parasites, from separate infections, so as to allow the microdissection of sufficient volumes of tissues necessary to obtain sufficient total RNA for downstream analysis. This approach limits any impact that variation between individual parasites may have on gene expression. 

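Replicates existed for vitelline tissue and testes only, so the limma fit of 6 groups had 3 residual degrees of freedom per probe. The median posterior SD was 1.24 on the log2 scale for the probes tested in females, and 0.456 when vitelline sample 1 was left out. The test was tried on simulated data in which 200 probes were shifted by 3 on the log2 scale. At the spread of the full fit it called 0.5% of the shifted probes for vitelline tissue, 0% for ovary, 0% for gastrodermis and 0.5% for testes, and 0 unshifted probes.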

Due to extreme technical constraints in the LMM method, the numbers of strict biological replicates was restricted, but we are confident that the use of pooled individual parasites limits any drawbacks normally overcome with biological replicates. Our data fulfils the criterion of biological relevance, that is, genes, for which we know function and sites of expression, were largely expressed in the tissue in which we expected them to be. Thus, while there is a limitation brought about by the sheer immensity of the undertaking, we argue that the results are robust. Further surveys will augment our dataset.

Gene ontology analysis performed on the differentially expressed genes of all four tissue types gave insight into which common biological processes and molecular functions are present in the individual tissues. For all tissues examined here, most differentially expressed genes were involved in catalytic activity and binding functions. For the gastrodermis, probes for genes encoding cystine-type endopeptidase activity followed by RNA binding were well represented. With regard to biological processes and molecular function (Figures S2, S3), genes related to proteolytic process were, as expected, the most abundant in the gastrodermis (Figure 3), followed by genes for RNA dependent DNA replication and genes related to auxin biosynthesis process, such as those encoding protein kinases, RNA and DNA helicases, and ATP-dependent transporters. The expression profile of the gastrodermis thus reflects the digestive and absorptive nature of the tissue as well as its high synthetic activity.

**Figure 3:**
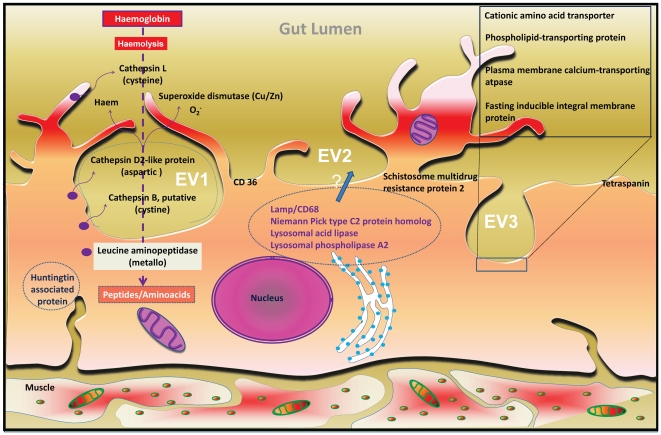
Diagrammatic representation of the gastrodermis of female *S. mansoni*. The diagram is based on an illustration originally published by Morris [52]. The illustration shows some highly enriched genes identified in this transcriptomic survey (Table 1, Table S3). Many of the genes products are putatively released into, or onto the membrane of epicellular vacuoles (EV) present at the luminal surface of the syncytial epithelium. Three EVs are depicted (EV1–3), each showing different physiological activities proposed to occur in the vacuoles. EV1 depicts haemoglobinolysis pathways. Many proteases are released into the EV, resulting in catabolism of haemoglobin into amino acids or small peptides for uptake. Haem, a byproduct of catabolism, is sequestered into haematin (see illustration in [53]) for subsequent egestion. EV2 depicts a potential series of molecules associated with lysosomal functions, which has been transferred to these vacuolar compartments. EV3 shows a series of membrane proteins, involved in a variety of functions, notably transmembrane transport of metabolites, which would be preferentially associated with the epicellular vacuoles. All three physiological activities may occur in the same vacuole, probably concurrently.

The gastrodermis transcribes genes encoding a range of endo- and exo-peptidases [21]–[24], saposins, structural genes, and numerous genes associated with intracellular compartments (Table 1, Table S5, Figure 3). 

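Among the peptidases, a leucine aminopeptidase (Q2_P19424) was 2.57-fold above the female control in the gastrodermis, a cysteine protease of family C1 (Q2_P19417) 2.33-fold and a zinc metalloprotease (Q2_P03953) 2.30-fold. A tetraspanin (Q2_P23552) was 3.08-fold higher and a superoxide dismutase (Q2_P17781) 4.33-fold. Of the probes that passed the flag filter, Q2_P01174 led at 31.9-fold, followed by Q2_P26474 at 29.1-fold. Both were also raised in vitelline tissue as the mean of its 3 arrays, Q2_P01174 at 5.18-fold and Q2_P26474 at 12.5-fold. These means may rest on vitelline array 1. Of the 393 probes in the authors' deposited gastrodermis list, 247 were 2-fold or more above the control on that array, against 13 on array 2 and 8 on array 3.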

Full knowledge of the proteolytic repertoire of the schistosome gut, however, is limited because we are largely ignorant about the expression repertoire of the proximal region of the gut, the oesophageal gland and oesophagus. This lack of data arises from the minute size of this gland in female schistosomes [12]. The oesophageal gland, a syncytial mass surrounding the tegument-like foregut, is thought to be responsible, among other activities, for lysis of red cells after their ingestion by the parasite [12], [25]. Our crude analysis of the expression profiles of the anterior regions of females suggest the expression of candidate genes that might contribute to host cell lysis, including a number of saposins and a diversity of apical peptidases (Table S7). 

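The 9 probes paired with the saposin genes Smp_130100, Smp_105420.1, Smp_014570 and Smp_028870 were between 0.743-fold (Q2_P07257) and 1.36-fold (Q2_P24834) of the whole female in the female head. The paper names these genes for the gastrodermis, so they need not be the saposins it refers to in the head. The descriptions in the authors' deposited table for the female head use the word saposin for 0 of 1402 probes. Of the peptidases, an M14 carboxypeptidase (Q2_P24649) was 6.84-fold higher and a cathepsin L (Q2_P38413) 4.30-fold. A leucine aminopeptidase (Q2_P19424) was 0.453-fold of the whole female. There was 1 array of the head.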

Full characterisation of the haemoglobinolytic cascade in the entire schistosome gut requires detailed transcriptional analysis of the oesophageal gland. To address this, we have begun to analyse the expression activity of the male oesophageal gland to partially address this information deficit.

Our two transcriptomic surveys have shown strong overlap in the genes enriched for the gastrodermis of *S. japonicum* and *S. mansoni* [11] (Table S5). 

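The probes of the saposin Smp_014570 were 3.06-fold (Q2_P09033), 3.66-fold (Q2_P24834) and 3.91-fold (Q2_P35898) above the female control in the gastrodermis. Those of Smp_130100 were 3.03-fold (Q2_P07257) and 2.51-fold (Q2_P17726) higher, and that of Smp_028870 (Q2_P27340) 2.95-fold. Smp_105420.1 gave 2.65-fold (Q2_P24625), 2.67-fold (Q2_P35809) and 2.01-fold (Q2_P35812). In the ovary the signal of Q2_P24625 was 0.00318-fold of the control, with an adjusted p of 0.0144, and that of Q2_P35809 0.00321-fold with an adjusted p of 0.0158 (limma, lower on the 1 ovary array).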

We detected a range of molecules encoding proteins involved in lipid binding, uptake or metabolism, such as saposins (for *S. mansoni*, these include Smp_130100 Smp_105420.1 Smp_014570 Smp_028870). As schistosomes are unable to synthesise sterols and lipids [1], the abundance of molecules for fatty acid transport emphasises their nutritional dependency on the host. Niemann Pick type C2 protein homologue (NPC2) genes (Smp_194850) (Figure 3, Table S5) are enriched for the gastrodermis for both schistosome species, as well as for the ovary of *S. mansoni* (Table S5), an observation consistent with the detection of abundant NPC2 in the secretome of *S. mansoni* eggs [26]. 

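NPC2 was measured with a pair of probes. Q2_P24729 was 3.12-fold above the female control in the gastrodermis and 2.41-fold in the ovary, and Q2_P35878 was 3.23-fold and 2.75-fold. Each tissue had 1 array.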

NPC2 is a lysosomal cholesterol-binding protein which, in conjunction with NPC1, helps in the trafficking of cholesterol and other sterols and glycolipids in eukaryotic cells [27], [28]. 

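In the female head both NPC2 probes were below the whole female, Q2_P24729 at 0.532-fold and Q2_P35878 at 0.555-fold. The probe for Smp_039130 (Q2_P09131), an NPC1 homologue, was 2.19-fold above the whole female in the head. In the gastrodermis it was at least 2.22-fold above the female control, whose signal was not well above background. A lower bound was computed from the mean of the brighter group against the mean of the dimmer one, in which each array took the higher of its lowest signal well above background and the signal of the probe. In the ovary and the control Q2_P09131 was not above background.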

While NPC2 was found to be enriched in the gastrodermis of *S. mansoni*, its putative binding partner, NPC1, was enriched for the head region of females (Table S7), a region that contains the secretory oesophageal gland.

The gastrodermis of schistosomes bears numerous epicellular vacuolar compartments [22] that are suggested to function in a lysosomal capacity. We detected numerous genes that in mammals are associated with membrane trafficking through endocytosis, endocytic compartments and lysosomes in the gastrodermis of *S. mansoni*. Among these enriched genes were a homologue of human Huntingtin associated protein 1 (HAP 1) (Smp_127380) [29], and numerous lysosomal molecules including 1-o-acylceramide synthase (Smp_166530.1) (lysosomal phospholipase A2 or lcat-like lysophospholipase) and lysosomal acid lipase-related protein (Smp_146180). In addition, a homolog of a lysosome-associated membrane glycoprotein (LAMP)/CD68 (Table 1, Figure 3) (Smp_162770) was enriched for the gastrodermis of both schistosome species [11] and is also abundant in the ovary of *S. mansoni*. 

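The probe for Smp_127380 (Q2_P17138) was 147-fold above the female control on the gastrodermis array. Its spot was marked as non-uniform, and its median pixel less background was 57.5 where the processed signal was 5614. From the median pixel the fold of Q2_P17138 was 1.2. The other probe of that gene (Q2_P23184) was at least 1.67-fold lower than the control in the gastrodermis with scaling to the median. Its log2 fold of -1.47 went to 0.08 with 75th percentile scaling and to -0.14 with quantile normalisation, so the decrease depended on the scaling. The probe for 1-o-acylceramide synthase (Q2_P06937) was 4.22-fold higher in the gastrodermis and 0.0647-fold of the control in the ovary. Lysosomal acid lipase (Q2_P15998) was 3.57-fold higher in the gastrodermis and at least 48.4-fold lower than the control in the ovary. In the female head Q2_P15998 was 0.0852-fold of the whole female.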

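Smp_162770 was covered by 4 probes. In the gastrodermis Q2_P03089 was 2.71-fold above the female control, Q2_P19726 and Q2_P28728 were 2.31-fold, and Q2_P28600 was 2.05-fold. In the ovary they were 3.27-, 3.16-, 1.61- and 3.51-fold, in that order, so 3 of the 4 reached 2-fold in both tissues.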

LAMP family members sit in the membranes of lysosomes, where they cover the majority of the lysosomal luminal surface [30], [31]. Other LAMPs occur in the plasma membrane of cells such that much of the LAMP protein is extracellular [32], [33]. If the epicellular vacuoles of the schistosome gastrodermis function as part of the endocytic or lysosomal system, then such molecules as schistosome NPC2 and LAMP may function in these luminal components of the gastrodermis, and may represent accessible drug or vaccine targets.

Gene ontology analysis of reproductive tissues, including the vitellaria, of *S. mansoni* showed that the greatest number of enriched genes had molecular functions associated with ATP and protein binding, while biological processes associated with auxin metabolism, signal transduction and transmembrane transport were also prominent. Expression profiling of the three reproductive tissues indicated that in all some 35 genes were enriched for all three tissues. Many of these genes encode products with no annotation, and thus no assigned function. 

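The 35 probes of Table S6 were traced on each array. On vitelline array 1, 0 of them were 2-fold or more above the control, and on vitelline array 3 this held for 10. Testes array 2 had 14, and 0 of the 35 reached 2-fold on every array of the reproductive tissues. With the mean of all arrays and the flag filter, 2 of the 35 were 2-fold or more in ovary, vitelline tissue and testes.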

Of genes that did have annotations, some encoded proteins involved in cell cycle and DNA repair, as would be expected for high turnover tissues. 

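In terms of list length, 39.8% of the testes probes that passed the filters of both sexes at 2-fold or more were also raised in the ovary, and 53.4% of the 73 vitelline probes were. The ovary list held 3235 such probes and the testes list 886. The ovary had more probes in common with the testes than with vitelline tissue under each of the other scalings, background corrections and filters tried, and their ratio was closest to 1 with no flag filter, at 1184 against 496.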

The ovary had more genes in common with the testes, than with the vitellaria (Table S6).

Egg shell precursor proteins were highly up-regulated in the vitellaria relative to the ovary, with one (Smp_000430.1) being enriched some 78-fold in the former tissue. 

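Smp_000430.1 was covered by 5 probes, and on the ovary array their signal was not well above background. Vitelline tissue was at least 44.4-fold above the ovary for Q2_P41442, at least 42.5-fold for Q2_P41104, and at least 30.7-, 23.4- and 22.7-fold for Q2_P17822, Q2_P40285 and Q2_P39559. At the ovary signals as read, the median log2 fold of the 5 probes was 5.85, made up of 8.48, 4.43 and 4.19 on vitelline arrays 1, 2 and 3 (SD 2.41). These values and the p values that follow rest on an ovary signal at background, so only the lower bounds are measured. Without vitelline sample 1 these bounds were between 9.26-fold (Q2_P39559) and 21.2-fold (Q2_P41442). None of the 5 passed the flag filter, since it requires a signal in the ovary as well. With no filter the limma test of vitelline tissue against ovary gave adjusted p values between 1.58e-06 and 0.000139, and with probes accepted in at least 1 group between 0.0205 and 0.108, with vitelline tissue higher on 3 of 3 arrays. After normexp background correction the median log2 fold was 1.82. Relative to the female control, the mean of vitelline tissue was between 1.44- and 2.00-fold, which rested on array 1. The probe Q2_P17822 was 17.0-, 0.745- and 0.632-fold on arrays 1, 2 and 3, and all 5 probes were below the control on arrays 2 and 3.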

Hormone receptor 4 (dHR4) (Smp_041540), which was up-regulated 4-fold in *S. mansoni* vitelline tissue (Table 2), is a nuclear receptor which is a transcription regulator [34]. 

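Smp_041540 was covered by a pair of probes. Q2_P41174 was 0.844-fold of the female control on vitelline array 1, 4.03-fold on array 2 and 1.92-fold on array 3, a mean of 1.87-fold (SD 1.13 on the log2 scale, n = 3). Q2_P41481 was 0.745-, 2.03- and 1.78-fold on the same arrays, a mean of 1.39-fold. In the testes, where the male control was not well above background, Q2_P41174 was at least 9.82-fold and Q2_P41481 at least 10.3-fold above the control.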

King-Jones and colleagues [35] have suggested that dHR4 could be one of the factors that coordinate hormone-mediated growth and maturation in *Drosophila*.

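Alpha and beta integrins were raised on the ovary array. A beta integrin was 4.16-fold (Q2_P14621), 3.81-fold (Q2_P20157) and 3.47-fold (Q2_P06653) above the female control, and an alpha integrin 2.31-fold (Q2_P12261). The probe for an ADAM (Q2_P28420, Smp_145900) was 4.69-fold higher. In the testes the 4 integrin probes were between 0.503- and 0.826-fold of the male control. The ovary had no replicates.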

In the ovary, we found a number of genes encoding proteins that in mammals are thought to dock sperm during fertilisation, such as the alpha and beta integrins [36], [37] and an ADAM (A Disintegrin And Metalloproteinase) (Smp_145900) [36] (discussed below). Tyrotrophic embryonic factor related protein (Smp_026400) was one of the highest transcripts up-regulated (30-fold) in the ovary and is known to regulate transcription [38]. 

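The probe Q2_P40325, paired with Smp_026400, was 30.0-fold above the female control in the ovary, with an adjusted p of 0.367 (limma, 1 ovary array). It had the largest fold of the probes that passed the flag filter, ahead of Q2_P34493 at 24.2-fold. Another probe of the description (Q2_P32715) was 38.6-fold higher but did not pass the filter.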

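Of 31 probes that the deposited lists describe as DNA repair proteins, 15 passed the flag filter on the female arrays and 13 of those were 2-fold or more above the control in the ovary. With quantile normalisation 7 of the 15 were. In the testes 18 of the 31 were raised, and 5 probes in both tissues. Of the repair probes, rad50 (Q2_P40215) was 9.43-fold higher in the ovary. Of the cell cycle genes, cyclin D (Q2_P02801) was 15.5-fold higher, cdc20 (Q2_P24711) 12.0-fold and an aurora kinase (Q2_P29040) 11.5-fold. Descriptions existed only for probes of the deposited lists, so unlisted repair genes were not counted. Those lists hold probes selected as 2-fold raised, and 4450 of the 5060 in the female tissue list were so in the ovary. The selection therefore favoured a high share in the ovary, and the share does not show an enrichment of repair genes.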

Several other proteins involved in DNA repair and cell cycle were enriched in the ovary. Cyclins and their protein kinases play a key regulatory function in the cell cycle. Cyclins, mainly Cyclin B (Smp_082490, Smp_047620), which is associated with the mitotic phase [39], were highly enriched in both ovary (17.99 fold) and testis (19.3 fold) (Table 3, Table S5).

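Cyclin B was measured with 3 probes. In the ovary Q2_P11966 was 19.3-fold, Q2_P32366 18.0-fold and Q2_P22109 16.4-fold above the female control. In the testes the mean of both arrays was 12.2-fold for Q2_P11966 (17.2 and 8.65), 12.1-fold for Q2_P32366 (16.7 and 8.83) and 15.2-fold for Q2_P22109 (19.3 and 12.0). A cyclin B3 probe (Q2_P24573) was 27.9-fold higher in the ovary and 14.1-fold in the testes.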

An ADAM homologue was the second most highly expressed gene in the testes of *S. mansoni* (Table 4, Table S5). 

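The ADAM homologue (Q2_P28420) was 32.9-fold above the male control on testes array 1 and 8.95-fold on array 2, a mean of 17.2-fold (SD 1.33 on the log2 scale, n = 2). Among the probes of the deposited testes list, Q2_P28420 ranked 2 by fold on array 1 and 107 on array 2, and 448 by signal on array 1. Among the probes that passed the flag filter it ranked 39 by the mean fold.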

Its expressed product plays a role in fertility by helping sperm-egg adhesion. Other than fertilisation, ADAMs are also involved in neurogenesis, myogenesis and inflammatory processes [36], [40]. 

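Several genes with testicular functions were raised in the testes. The probe for nyd-sp29 (Q2_P39506) was 7.56-fold above the male control as the mean of both arrays (10.1 and 5.63), while another probe with that description (Q2_P26460) was 0.576-fold. A testis specific protein gave 8.23-fold (Q2_P25694) and 5.48-fold (Q2_P12344). Sperm-associated antigen 6 (Q2_P32904) was 6.00-fold higher (8.48 and 4.24). For the nuclear autoantigenic sperm protein, Q2_P10649 was 3.07-fold higher, Q2_P05143 2.34-fold, Q2_P30429 2.07-fold and Q2_P00293 1.98-fold.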

Among the 2171 genes enriched 2-fold or greater in the testes were molecules specifically related to testicular function, including the testis development protein nyd-sp29, testis specific protein, sperm-associated antigen 6, spermatogenesis-associated protein, and nuclear autoantigenic sperm protein (nasp) (Table 4 and Table S5).

Schistosomes are known to use well-defined signalling pathways for development, and for between-gender and host-parasite cross-talk [41], [42]. Females need the presence of mature male worms for their development, and oogenesis and vitellogenesis [41], [42]. Our data revealed enrichment of transmembrane receptors involved in protein phosphorylation, major components of signaling pathways, including serine threonine kinase and tyrosine kinase, in gonadal tissues of males and females (Table S3, Table S5, Table S6). Furthermore, all key molecules of the TGFβ-related pathway, a pathway important for female reproductive activity [42], [43], were enriched in the ovary, including transforming growth factor-beta receptors (TGFβR) and putative Smad proteins including Smad4 (Smp_033950) and Smad 1, 5, and 8 (Smp_160650.2) (Table 2). 

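The deposited lists describe 53 probes as serine/threonine or tyrosine kinases or as receptors of the TGFβ or epidermal growth factor families. On the female arrays 9 passed the flag filter, and 8 of these were 2-fold or more above the control in the ovary and 0 in vitelline tissue. The lists were selected for raised probes, 4450 in the ovary list and 384 in the vitelline list, so this selection favoured the ovary. Without vitelline sample 1 the filter passed 17 and the ovary had 15. In the testes 12 of the 50 that passed were raised, and 1 probe was raised in both ovary and testes. The epidermal growth factor receptor probe of Table 4 (Q2_P39599) was 2.93-fold higher in the testes, 3.42 on array 1 and 2.51 on array 2.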

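In the ovary, the probe for Smad 1, 5 and 8 (Q2_P00792) was 5.43-fold above the female control, that for Smad4 (Q2_P11728) 2.66-fold and a further smad probe (Q2_P18126) 2.54-fold. Of the receptors, TGFβR1 (Q2_P39175) was 14.8-fold higher. Smp_144390, a TGFβ receptor of type I and II, was 3.21-fold (Q2_P36767) and 2.82-fold (Q2_P17197) higher with a pair of its probes, and its probes Q2_P37157 and Q2_P38363 were not above background in the ovary.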

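Across 3 vitelline arrays, the mean folds of the 6 Smad probes over the female control were 0.555 (Q2_P00792), 0.451 (Q2_P02449), 0.367 (Q2_P10970), 0.690 (Q2_P11728), 0.719 (Q2_P18126) and 0.386 (Q2_P32832). Array 1 lowered these means, and the probes lay between 0.739- (Q2_P02449) and 1.07-fold (Q2_P18126) on array 2 and between 0.745- (Q2_P00792) and 1.1-fold (Q2_P11728) on array 3. The smad nuclear interacting probe Q2_P31891 had a mean of 1.01-fold, with 0.330, 2.13 and 1.48 on arrays 1, 2 and 3, and Q2_P21424 had 0.770-fold. In the testes the TGFβ receptor 1 probe Q2_P40105 was 15.8-fold above the male control (19.8 and 12.6 on the arrays), with an adjusted p of 0.311 (limma). In vitelline tissue it was 0.886-fold of the control.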

Smads were also enriched in vitellaria, whereas TGFβR1 was up-regulated in the testes.

We performed relatively crude dissections to assess gene expression in different regions of adult *S. mansoni*. The anatomy of schistosomes is highly ordered with specific tissues located in different regions of the parasites (Table S1). We reasoned that this crude dataset could serve as a means for further fine-tuning sites of expression of genes that are expressed in tissues difficult to isolate with current technologies. These data have been presented here with the caveat that localisation will need to be further confirmed with other localisation methods including *in situ* hybridization and further LMM.

Of particular interest was the expression profile of the female head region. This region contains the oesophageal gland, the tissue likely to express enzymes initiating haemoglobinolysis and red cell lysis. Many proteases that were not common to the gastrodermal tissue were up-regulated in the head region. 

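Of the probes that the deposited lists describe as proteases or peptidases, 74 passed the flag filter of the female regions and 19 were 2-fold or more above the whole female in the head. Of those 19, 1 was also raised in the gastrodermis. The flag filter of the female tissues was passed by only 39 of the 82 described probes, and how many of the 19 passed it is not given. The overlap therefore cannot show how far the head and gastrodermis proteases differ. The largest fold in the head was that of an o-sialoglycoprotein endopeptidase (Q2_P39166) at 10.3-fold. The count stayed at 19 with 75th percentile scaling and with quantile normalisation, and was 0 after normexp background correction. The head had no replicates.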

Genes encoding proteins associated with neuronal tissue were also up-regulated in this region (Table S7), reflecting the location of the circum-oesophageal ganglia. Abundant molecules with neuronal function in the head region included neurotransmitter gated ion channel proteins (Smp_096480 Smp_176310 Smp_037960) and a vesicular acetylcholine transporter (Smp_046120). 

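The probes of the neurotransmitter gated ion channels were 7.32-fold (Q2_P40462), 5.08-fold (Q2_P40502), 3.65-fold (Q2_P22118), 2.87-fold (Q2_P24659) and 2.64-fold (Q2_P21872) above the whole female in the female head. After normexp background correction the log2 fold fell to -0.07 for Q2_P24659 and -0.01 for Q2_P21872. The median of the probes that passed the filter fell to -0.95, so both probes stayed above the median. The vesicular acetylcholine transporter was at least 10.5-fold (Q2_P00705) and 12.8-fold (Q2_P38390) higher. In the male head the channel probes were between 0.758- (Q2_P24659) and 2.01-fold (Q2_P40462) of the whole male, and Q2_P00705 was 2.26-fold higher.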

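In the female head the probe for Smp_105050 (Q2_P12393) was 11.4-fold above the whole female and that for Smp_162440 (Q2_P30029) was 8.28-fold. In the male head they were 2.14- and 2.33-fold above the whole male.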

Cerebellin (Smp_105050), a neuropeptide known to be found mainly in central nervous system related to neuromodulatory function [44], and stomatin (Smp_162440), involved in signal transduction from mechanoreceptors [45], were among some of the other enriched genes. Kuzbanian (Smp_160620.1), a molecule related to neural development in mammals [1], was up-regulated in the head region of adult females.

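The kuzbanian probe (Q2_P30086) was 2.48-fold above the whole female in the female head and 1.18-fold above the whole male in the male head. After normexp background correction its log2 fold in the female head was -0.04. The median of the probes that passed the filter was -0.95 there under that correction, so the probe stayed above the median.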

Chalmers and colleagues [46] have described 28 *S. mansoni* venom allergen-like proteins (SmVALs) which contain a sperm coating protein domain. No specific function has been ascribed to these proteins, but they may have diverse biological roles including counteracting the host immune response, host invasion and host parasite interactions. We found SmVAL- 6 (Smp_124050.1) to be 31-fold enriched in the female head region compared with the female control, although this molecule was previously reported to be predominately associated with adult males [46]. 

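SmVAL-6 was measured with 3 probes. In the female head Q2_P35942 was 31.5-fold above the whole female, Q2_P16228 28.8-fold and Q2_P35866 27.1-fold. The processed signals were 520, 413 and 351 in the female head and 22.1, 19.2 and 17.4 in the whole female. In males the same probes had signals of 4140, 3770 and 3160 in the whole worm and of 1190, 1010 and 789 in the head, so that the male head was 0.396-, 0.370- and 0.344-fold of the whole male. Over 30 other probes at least 16-fold brighter in the whole male than in the whole female, the median log2 ratio of female to male head was -1.29, where the SmVAL-6 probes lay between -0.83 and -0.71. The paper sets the enrichment in the female head beside an earlier report of this gene in adult males.

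**Figure D4:**
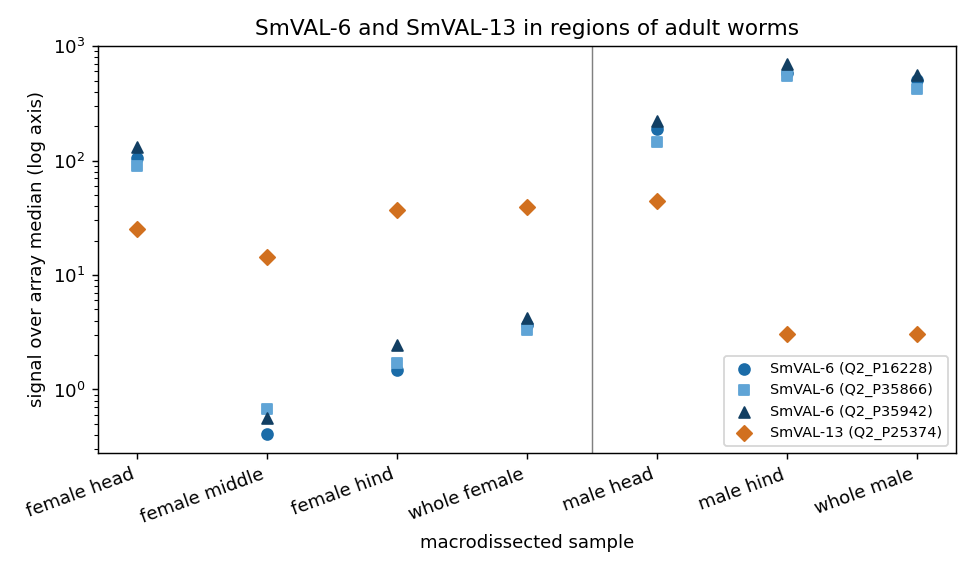
Signal divided by the array median, on a log axis, of the 3 probes for SmVAL-6 and the probe for SmVAL-13 on the 7 arrays of manually dissected and whole worms. The SmVAL-6 probes are highest on the male arrays and, among females, in the head.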

SmVAL6 was recently identified as a microexon gene [1], [47] and is one of at least 45 *S. mansoni* genes thought to undergo alternative splicing, resulting possibly in the generation of multiple gene products [47]. 

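SmVAL-13 (Q2_P25374) had a processed signal of 239 in the male head, 21.2 in the male hind region and 22.7 in the whole male, so the head was 14.6-fold above the whole male. In females its signal was 98.6 in the head and 208 in the whole worm, and the head was 0.635-fold of the whole female. Each sample had 1 array.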

Another distinct VAL, SmVAL-13 (Smp_124060) was enriched 14-fold head region of males (Table S7 and Table S10).

In summary, this is the second study of tissue specific transcriptomics of the digestive and reproductive systems in schistosomes and the first such study of *S. mansoni* which, additionally, includes an expanded tissue analysis of the male reproductive tissues. In addition to established genes associated with digestive function, we have provided localisation data for new putative transporters, receptors, cytoskeletal elements and motor proteins. Furthermore, many other genes without any formal annotation were prominent transcripts in the gastrodermis. Similarly, many known genes involved in DNA fidelity, oocyte development and egg shell formation were identified in the reproductive tissues along with numerous unidentified molecules. Some of these as yet unknown genes may be involved in transport processes, signal transduction and receptor function, and include cytoskeletal elements and motor proteins. The regulation of the cell cycle and gene expression is another important function that must be maintained in the reproductive tissues of schistosomes. The findings of this study provide a valuable resource for the parasitology community and add a new dimension to the already available stage-specific transcriptomic data for *S. mansoni*. The presented data represent a resource that could be used effectively in reverse vaccinology allowing the targeting of hidden antigens in the gastrodermis that are exposed to the blood meal, a strategy used effectively for other blood feeding parasites [48], [49], [50], [51], and in the search for new anti-schistosome drug target candidates targeting the control of fertility and fecundity.

## Supporting Information

Figure S1 Venn diagram showing genes up-regulated in microdissected male and female reproductive tissues of *S. mansoni*.
(1.01 MB TIF) Click here for additional data file.

Figure S2 Gene Ontology distribution for male and female microdissected tissues. GO distribution for Biological Process level 2 (left) or Molecular Function level 2 (right) for *S. mansoni* male and female microdissected tissues. The number of genes in each category is in brackets.
(2.16 MB TIF) Click here for additional data file.

Figure S3 Top 10 Gene Ontology annotations by gene number for Biological Process and Molecular function in *S. mansoni* male and female microdissected tissues. The categories are listed, with the number of sequences in each category.
(2.69 MB TIF) Click here for additional data file.

Figure S4 Real-time PCR validation of microarray. Validation is shown using a subset of differentially expressed genes in *S. mansoni* female gastrodermis, ovary, vitelline tissues compared to the female control and testes compared to the male control tissue. The real-time PCR data, expressed as fold changes (normalised to control tissues, either male or female all tissues), are presented as bar graphs, while the corresponding microarray data (fold changes) are shown below in numbers.
(0.41 MB TIF) Click here for additional data file.

Table S1 Major tissue components of female macro-dissected regions.
(0.03 MB DOC) Click here for additional data file.

Table S2 Comparison of the microarray used in the *S. japonicum* transcriptomic study [11] and the microarray used in the current study using BioEdit BLASTn. Column A: Name of EST from either *S. japonicum* (ContigXXX) or *S. mansoni* (TCXXX) used from the study of Gobert et al (2009) [11]. Column B: Length of the EST from Column A. Column C: % of the length from EST of Column A that was homologous to the BLASTn from ESTs on the microarray from the current study. Column D: EST result from BLASTn results % nucleotide identity to the current study's microarray platform. Column E: % nucleotide identity, the extent to which two sequences were invariant. Column F: Nucleotide alignment length. Column G: The number of nucleotides that did not match. Column H: A space introduced into an alignment to compensate for insertions and deletions in one sequence relative to another. Columns I–J: The input sequence with which all of the entries in a database were to be compared. Column I: Coordinate of the query start. Column J: Coordinate of the query end. Columns K–L: The database which the input sequence was compared with. Column K: Coordinate of the subject start. Column L: Coordinate of the subject end. Column M: Expectation value. The number of different alignments with scores equivalent to or better than S that are expected to occur in a database search by chance. Column N: Bit Score, The value S′ is derived from the raw alignment score S in which the statistical properties of the scoring system used have been taken into account.
(3.41 MB XLS) Click here for additional data file.

Table S3 BlastX results of the complete list of differentially upregulated genes in *S. mansoni* female and male microdissected tissues (2 fold or higher than the microdissected whole female control for ovary, vitelline and gastrodermis and 2 fold or higher than the microdissected male control for testes). Column A: EST name from current study microarray platform [14]. Column B: BLASTx description. Column C: Length of the EST. Column D: Number of homologous matchs from BLASTn. Column E: eValue- Expectation value. The number of different alignments with scores equivalent to or better than S that are expected to occur in a database search by chance. Column F: mean % sequence identity, the extent to which two sequences are invariant. Columns G–M: Top homologous hit details. Column G: Accession numbers for the homologous protein description. Column H: Homologous hit accession number. Column I: eValue- Expectation value. Column J: % sequence identity, the extent to which two sequences are invariant. Column K: Bit Score, The value S′ is derived from the raw alignment score S in which the statistical properties of the scoring system used have been taken into account. Column L: Alignment length between the query and the top homologous hit. Column M: Number of positive sequences. Column N: Number of Gene Ontology categories associated with the top homologous hit. Column O: Associated gene ontology codes. Column P: Associated gene ontology names. Column Q: Enzyme codes. Column R: Enzyme pathways. Column S: InterProScan codes. Column T: Additional InterProScan output information.
(5.71 MB XLSX) Click here for additional data file.

Table S4 List of oligonucleotides used in real time PCR to validate the microarray data.
(0.03 MB DOC) Click here for additional data file.

Table S5 Complete list of differentially upregulated genes in *S. mansoni* female and male microdissected tissues. Worksheet 1–3: Up-regulated genes in the female parasite sorted for each tissue type based on descending signal intensity, Gastrodermis, Ovary and Vitelline tissues, relative to the entire LMM-obtained control female tissues. Worksheet 4: Up-regulated genes in the male parasite Testes tissues, relative to the entire LMM male tissues. Column A: Systemic Name, unique identifier. Column B: Normalised signal intensity relative to control (all tissues) tissue. Column C: Normalised signal intensity of gastrodermis tissue. (Testes in worksheet 4). Column D: Normalised signal intensity of ovary tissue. (Blank in worksheet 4). Column E: Normalised signal intensity of vitelline tissue. (Blank in worksheet 4). Column F: Synonyms for unique identifier. Column G: Contig name. Column H: Homologue in Gobert et al, 2009 [11] study (genes found upregulated in same tissue between both [current] studies are highlight in blue). Columns I–M: Class, Annotation from Blast against GenBank on Jan 2008, Probe Sequence, SOURCE_ID and Description; all from original publication [14]. Columns N–AF: New Descriptions from BlastX performed on 20/10/2010. Column N: BLASTx description. Column O: Length of the EST. Column P: Number of homologous matchs from BLASTn. Column Q: eValue- Expectation value. The number of different alignments with scores equivalent to or better than S that are expected to occur in a database search by chance. Column R: mean % sequence identity, the extent to which two sequences are invariant. Columns S–Y: Top homologous hit details. Column S: Accession numbers for the homologous protein description. Column T: Homologous hit accession number. Column U: eValue- Expectation value. Column V: % sequence identity, the extent to which two sequences are invariant. Column W: Bit Score, The value S′ is derived from the raw alignment score S in which the statistical properties of the scoring system used have been taken into account. Column X: Alignment length between the query and the top homologous hit. Column Y: Number of positive sequences. Column Z: Number of Gene Ontology categories associated with the top homologous hit. Column AA: Associated gene ontology codes. Column AB: Associated gene ontology names. Column AC: Enzyme codes. Column AD: Enzyme pathways. Column AE: InterProScan codes. Column AF: Additional InterProScan output information.
(6.83 MB XLS) Click here for additional data file.

Table S6 List of differentially upregulated genes common to *S. mansoni* male and female reproductive tissues (ovary, vitelline tissue and testes).
(0.11 MB XLS) Click here for additional data file.

Table S7 Complete list of 1402 differentially upregulated genes (2 fold or higher than the whole female control) in the *S. mansoni* female head region.
(2.50 MB XLS) Click here for additional data file.

Table S8 Complete list of 870 differentially upregulated genes (2 fold or higher than the whole female control) in the *S. mansoni* female middle region.
(1.75 MB XLS) Click here for additional data file.

Table S9 Complete list of 152 differentially upregulated genes (2 fold or higher than the whole female control) in the *S. mansoni* female hind region.
(0.31 MB XLS) Click here for additional data file.

Table S10 Complete list of 1120 differentially upregulated genes (2 fold or higher than the whole male control) in the *S. mansoni* male head region.
(2.66 MB XLS) Click here for additional data file.

Table S11 Complete list of 91 differentially upregulated genes (2 fold or higher than the male control) in the *S. mansoni* male hind region.
(0.19 MB XLS) Click here for additional data file.

# Supplementary material for: Gene Atlasing of Digestive and Reproductive Tissues in Schistosoma mansoni
**Source:** PLoS Negl Trop Dis. 2011 Apr 26;5(4):e1043. doi: 10.1371/journal.pntd.0001043
**Supplement:** Table S1 — Major tissue components of female macro-dissected regions. (0.03 MB DOC)

**Table S1** Major tissue componentsof female macro-dissected regions

| **Head region** | **Middle region** | **Hind region** |
| --- | --- | --- |
| Fore gut  Oesophageal gland  Cerebral ganglion  Sensory receptors  Excretory system  Musculo-parenchymal system  Tegument | Ovary  Mehlis gland  Vitelline duct  Oviduct  Seminal receptacle  Uterus  Gastrodermis  Excretory system  Neuronal tissue  Musculo-parenchymal system  Tegument | Gastrodermis  Vitelline glands  Musculo-parenchymal system  Excretory system  Neuronal tissue  Tegument |

# Supplementary material for: Gene Atlasing of Digestive and Reproductive Tissues in Schistosoma mansoni
**Source:** PLoS Negl Trop Dis. 2011 Apr 26;5(4):e1043. doi: 10.1371/journal.pntd.0001043
**Supplement:** Table S4 — List of oligonucleotides used in real time PCR to validate the microarray data. (0.03 MB DOC)

**Table S4** List of oligonucleotides used in real time PCR to validate the microarray data

| Gene name | Probe name | Primer pair sequence (5′-3′) | |
| --- | --- | --- | --- |
| Forward | Reverse |
| Smp_085010  Smp_194850  SJCHGC02284  Smp_072370  SJCHGC02331  Smp_141900  Smp_150350  Smp_080360  Smp_173320  Smp_145900  Smp_074830  Smp_136210  Smp_167000  Smp_042740 | Q2_P37714  Q2_P35878  Q2_P24567  Q2_P22966  Q2_P21818  Q2_P35767  Q2_P35553  Q2_P22372  Q2_P36026  Q2_P28420  Q2_P30827  Q2_P39506  Q2_P25694  Q2_P32904 | GGAATGGCATGGGATTATTG  CCCAAGAGACTGTAAAGGATGG  ACTCGGGATGTTCATCAAGG  TGAAGTTGAACAAGCCCAGA  TTTGTTGTGCTGCCAATTT  CATTTGCTATGCGTTCAAGC  TGGATTCACCAAATGAATGG  TCCACAACCTGGATTCATCA  GGTGTTTGGAGGTTGTCAGC  TGAAGAGCTAAACGCCTCGT  TCGGAGACCTACATTCTTGC  TGGGATTCACCTAAACGTCA  GACGATCATCCGCTAGCAA  CAGCTGATCTTGCTCAATCG | TCATGACATTCTGGTGTTGGA  ACAGGGAATTCAACGCAAAC  GCTGCTGGCCAACAAATAAT  GGATCAGCGCATAGAACAGC  TGGCATTAACCGGTAATAACATC  CGATCAAGGGCATTCTTTGT  CAGTGTAGGCCGGAGTCAAT  GCAATTGTGAGCTGCTTTGA  AATGGGCCAGAACACAGAGT  TTTCCCTAGCAGCAGCATCT  GATTATCCCATACTACAGGAGTTCTTT  AAATTCCAACGCATCGAAAC  CGTTGCGGGATAAGTATCAA  CGTCCTTAAGGCACACCAAT |

How the deposited data were processed for this re-analysis (not part of the article)

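The samples were adult Schistosoma mansoni worms collected 6 weeks after infection. Laser microdissection gave 9 arrays: 3 of vitelline tissue, 2 of testes, and 1 each of ovary, gastrodermis, the microdissected female control and the microdissected male control. Manual dissection gave 7 more: female head, middle and hind regions with the whole female, and male head and hind regions with the whole male. Samples were assigned to these groups by their labels. The microdissected female and male controls were kept apart from the whole worms that serve as controls of the regions.

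The intensity values are the processed signals that the authors' Feature Extraction software wrote for each spot after subtraction of the local background and correction of surface trends, and the deposited values are not scaled between arrays. The file headers give version 10.1.1.1 of that software, and the paper names another version. Probes spotted more than once were reduced to the mean of their spots, which left 41739 probes that are not control spots. The ratio values in the authors' deposited tables are folds over a control, and they were used to find which arrays and rules they came from. The deposited p-values in the authors' deposited tables for the regions were counted as given, and how they were made from single arrays is not known. Another 18 columns of values per sample in the deposited tables were not used. The paper states 2 hybridisations for each sample, each sample has 1 file, and whether that file holds 1 of them or a mean is not known.

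Signals under 5 were set to 5 and divided by the median of the array, and the log2 values of replicates were averaged. The paper does not say whether the median is taken before or after the floor. It was taken before. The deposited ratios show no floor. Their constants lay within 1% of the ratio of the medians without a floor, also where such a median was under 5. This argues against a median after the floor in those ratios. The median after the floor was run as an alternative. A spot was Absent when its processed signal was under 2 times its error, as the paper states, and spots called Marginal were kept. A probe passed the flag filter when it was not Absent on any array of the comparison: 6 arrays for the female tissues, 3 for the testes, 4 for the female regions, and 5 for the male regions with both testes arrays. Enrichment means a fold of 2 or more over the control. Where a group was not well above background, the fold is given as a lower bound.

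The microdissected arrays were fitted together with limma 3.58.1 in R 4.3.3, with 6 groups, 3 residual degrees of freedom and moderated two-sided tests, and p-values were adjusted by the method of Benjamini and Hochberg over the probes that passed the filter. The spread came from the replicated vitelline and testes arrays, and the single ovary, gastrodermis and control arrays were assumed to vary in the same way. The regions had no replicates and were not tested. The overlap expected of independent lists was computed from their lengths. The overlap of unchanged tissues that share 1 control array was simulated with 200 draws at the spread of the fit, keeping in each draw as many of the highest probes as the observed lists held. In these draws the control array was assumed to vary as much as a single tissue array. The step that matches list lengths was chosen after the data had been seen. Random lists and splits numbered 10000. The fit was tested on simulated data with 200 probes shifted by 3 on the log2 scale, of which it called 0.5% for vitelline tissue, 0% for ovary, 0% for gastrodermis and 0.5% for testes.

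Alternatives covered scaling to the 75th percentile, quantile normalisation between arrays, normexp background correction with an offset of 50, scaling followed by 1 common floor, 3 other flag filters, removal of outlier spots, each vitelline and testes array left out in turn, a fold of 2 in every replicate, fits of 1 sex alone, and the slide as a random block (statmod 1.5.0). The other 6 were added later: the arrays, the flags or the lack of a floor of the deposited tables, these 3 together, the median after the floor, and the slide as a fixed term. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

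Named genes were chosen by a rule set at the start: every probe of Tables 1 to 4, every gene that the paper names through all probes that the tables pair with it, the probes of the real-time PCR, the 5 probes with the largest fold in each comparison, and every probe singled out in the sections that follow. Values of 1 gene among those chosen by this rule are not reported here. The folds printed in the paper's tables had been seen when the rule was written. The word patterns for proteases, kinases and DNA repair proteins were chosen after the data had been seen, and descriptions existed only for probes of the deposited lists. The real-time PCR and gene ontology results were not analysed here.

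The share of probes well above background was between 22.4% on vitelline array 1 and 57.8% on testes array 2, and 0 probes were saturated. Vitelline and ovary arrays lay on another slide than the female control. The number of arrays limits the precision of all values.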

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

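The tests of vitelline or gastrodermis RNA in the other sample, of the median scaling, of the shared slide, of a spot defect for Q2_P37693, of a vitelline transcript in the female control, of cross-hybridisation, of the scaling of the head arrays and of male RNA at the share that SmVAL-6 would need were chosen only after the results were seen.

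A signal appeared on an array that the deposited ratios leave out. Of the probes in the authors' deposited gastrodermis list, 247 (62.8%) were 2-fold or more above the female control on vitelline array 1 as well, against 13 on vitelline array 2 and 8 on vitelline array 3. Their median log2 fold on vitelline array 1 was 1.93, and that of the other 146 probes of the list was -4.41. Vitelline RNA in the gastrodermis sample would raise these probes on the other vitelline arrays, where their median log2 fold was -0.35. Gastrodermis RNA in vitelline sample 1, or a swapped label, would raise the probes of Table 1 on that array, but their median log2 fold there was -3.46 and 14 of the 20 were lower than the control. The scaling to the median cannot change a correlation across probes, and vitelline array 1 correlated with the gastrodermis array at 0.916. The arrays of its own slide correlated with it at 0.813 or less, which argues against the slide. A distortion of arrays with few probes above background stays open. These arrays had the lowest shares of probes well above background, 22.4% and 25.3%. Between the testes arrays the log2 ratio of array 2 to array 1 was 1.93 higher for the shared probes than for the other probes of the list, and the largest difference over 10000 random splits was 0.58. However, testes array 2 had more probes above background than array 1, 57.8% against 41.4%, and came from another slide and scanner. Genes transcribed in vitelline tissue at large would be raised on vitelline arrays 2 and 3 too, which leaves genes transcribed in the gastrodermis and in the vitelline pool of array 1 only, and these stay open. The median log2 fold of the shared probes in the female hind was 0.38, above the highest median of random lists at 0.02, but the other probes of the list had a median of 0.48 there. In the female head the medians were 0.76 for the shared probes and -0.16 for the others. In the middle region they were -0.29 and 0.17. The paper lists neither gastrodermis nor vitelline glands for the head. The rise of the shared probes was therefore not limited to regions that hold these tissues. From these tests the distortion and transcription in the gastrodermis and the pool of array 1 only cannot be told apart. Of the shared probes, 215 (87.0%) had no GenBank match, against 57 (39.0%) of the others and 44.2% of all annotated probes.

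The difference between testes and ovary was tested for the 10632 probes that passed in both sexes, and 2 of them passed an adjusted p under 0.05 (limma). For Q2_P13217, described as similar to a female-specific protein, the log2 fold in the testes over the male control was 12.70 higher than that in the ovary over the female control (SE 2.33, adjusted p 0.0322). For Q2_P37693, which had no description, it was 11.86 higher (SE 2.27, adjusted p 0.0335). The ovary signals of 7.20 and 8.73 were not well above background, so the size, SE and p-value of these differences are estimates that rest on a value at background. The difference came from the ovary array, where the probes were at least 2330-fold and at least 6030-fold lower than the female control, while the log2 folds on the testes arrays were 1.63 and 0.58 for Q2_P13217 and -0.72 and -0.95 for Q2_P37693. A defect of the spot of Q2_P13217 on the ovary array would leave other probes of the same description unchanged, but these had a median log2 fold of -9.50 in the ovary. For Q2_P37693, with 0 other probes known to share its description, a defect of the spot on the ovary array stays open. A candidate explanation is a transcript of vitelline tissue that is present in the whole female control and that the ovary sample lacks. The lowest log2 fold of the probes on vitelline arrays 2 and 3 was 0.04, so those arrays carried them at the level of the control or above, although another probe of that description (Q2_P33073) had -0.16 and -1.08 there. On vitelline array 1 the probes lay below the control, at -2.04 and -1.39, where the median of all probes was -2.01. The ovary and the female control had 1 array each.

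SmVAL-6 and SmVAL-13 moved in opposite directions in the heads of the sexes. The log2 fold in the female head over the whole female minus that in the male head over the whole male was 6.28, 6.30 and 6.31 for the SmVAL-6 probes Q2_P16228, Q2_P35866 and Q2_P35942, and -4.52 for the SmVAL-13 probe Q2_P25374. These differences were not tested, since every sample had 1 array. Cross-hybridisation between the genes would move their probes together, but in the female head the SmVAL-6 probe with the smallest log2 fold lay 5.41 above the SmVAL-13 probe. The scaling of the head arrays could account for -0.32 at most, the difference between the sexes in the median log2 fold of all probes. Male RNA in the female head sample was weighed next. Of the 24 other probes at least 32-fold brighter in the male head than in the whole female, 22 were 2-fold or more above the whole female in the female head, with a median log2 fold of 5.93. These include genes transcribed in the heads of both sexes, so this test leaves male RNA open. The SmVAL-6 probes in the female head reached at least 56.1% of their male head level, so male RNA as their whole source would bring other male transcripts at that share. Over 30 other probes at least 16-fold brighter in the whole male than in the whole female, the lower quartile of the log2 ratio of female to male head was -2.48, which is 18.0% of the male head level. Among these Q2_P06386 reached 5.91%. Male RNA at that share is therefore argued against, a smaller share stays open, and so does a difference between the sexes in where these genes are transcribed, for which the design gives no replicate.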

How the results depend on the processing

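The arrays, flags and lack of a floor of the deposited tables, the median taken after the floor and the slide as a fixed term were chosen only after the data were seen, and all other alternatives before the data were examined. They were applied to 36 results. Of the values under the earlier alternatives, 240 stayed within the limits that count as unchanged and 163 moved, and of those under the later ones 118 stayed and 35 moved. All of them are counts, apart from the eggshell log2 fold, which stayed positive. Several orders between counts turned, among them those between ovary and gastrodermis with quantile normalisation, between the male head and hind after normexp background correction, and between the female middle and hind after it. For the moved values below the cause was not tested, except where fewer or more probes entered because a filter changed.

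With the settings of the text, limma called 0 probes higher and 0 lower in vitelline tissue (108 at an unadjusted p under 0.05), 0 and 102 in the ovary, 0 and 0 in the gastrodermis (194 at an unadjusted p under 0.05), and 0 and 2 in the testes. The counts of probes 2-fold or more above the control were 84 for vitelline tissue, 3254 for the ovary, 355 for the gastrodermis, 291 for the gastrodermis only, 2346 for the testes, 1771, 1085 and 284 for the female head, middle and hind, and 1917 and 239 for the male head and hind.

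No paired analysis was possible because a tissue and its single control array share fewer than 2 replicate numbers, and the replicate number as a block was therefore not run.

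With no flag filter, limma called 6 probes higher and 170 lower in vitelline tissue, 55 and 608 in the ovary, 7 and 115 in the gastrodermis, and 113 and 900 in the testes. All 41739 probes entered the female, the testes and the regional comparisons. Enriched probes numbered 1963 in the gastrodermis, 1627 of them in the gastrodermis only, 7087 in the ovary, 1747 in vitelline tissue and 9965 in any of these, with 496 shared by vitelline tissue and ovary and 215 by gastrodermis and ovary. The testes had 3624. Ovary and testes shared 1184, ovary and vitelline tissue 496, and all reproductive tissues 126. The female head had 2989, the middle 1817, the hind 613 and any region 4869. The ovary and the middle region shared 1048, vitelline tissue and the hind 58, and the male hind had 371.

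With probes not Absent on every array of at least 1 group, limma called 3 probes lower in vitelline tissue, 10 higher and 190 lower in the ovary, 3 and 1 in the gastrodermis, and 6 and 361 in the testes. The filter passed 24734 probes for the female tissues and 28094 for the female regions. Enriched probes numbered 1884 in the gastrodermis, 1550 of them in the gastrodermis only, 7087 in the ovary, 961 in vitelline tissue and 9102 in any of these, with 496 shared by vitelline tissue and ovary and 215 by gastrodermis and ovary. Ovary and testes shared 1154, ovary and vitelline tissue 459 among probes passing in both sexes, and all reproductive tissues 124. The female head had 2989, the middle 1817, the hind 613 and any region 4869. The ovary and the middle region shared 1048, vitelline tissue and the hind 49, and the male hind had 371.

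With probes well above background on every array, limma called 0 probes lower in the testes. The gastrodermis had 234 enriched probes, vitelline tissue 35 and the female hind 174. Vitelline tissue and ovary shared 16, gastrodermis and ovary 23, ovary and vitelline tissue 16 in both sexes, all reproductive tissues 3, and vitelline tissue and the hind 2. Without outlier spots, limma called 64 probes lower in the ovary.

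Scaling to the 75th percentile made limma call 95 probes higher and 269 lower in the ovary and 0 lower in the testes. The gastrodermis had 1826 enriched probes, 1150 of them in the gastrodermis only, vitelline tissue 655, the testes 4331, the female head 2796, the female hind 454 and the male hind 136. Vitelline tissue and ovary shared 101, gastrodermis and ovary 184, ovary and testes 618, ovary and vitelline tissue 94 in both sexes, all reproductive tissues 38, vitelline tissue and the hind 46, and testes and the male hind 66.

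With quantile normalisation, limma called 93 probes higher and 381 lower in the ovary and 355 and 475 in the testes. The gastrodermis had 1902 enriched probes, 1273 of them in the gastrodermis only, the ovary 1538, vitelline tissue 585, the testes 4112, the female middle 702 and the male hind 153. Vitelline tissue and ovary shared 89, gastrodermis and ovary 185, ovary and testes 549, ovary and vitelline tissue 80 in both sexes, all reproductive tissues 30, the ovary and the middle region 194, and vitelline tissue and the hind 36.

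After normexp background correction, limma called 46 probes lower in the ovary and 74 higher and 866 lower in the testes, and the median log2 fold of the eggshell probes over the ovary was 1.82 in place of 5.85. The gastrodermis had 77 enriched probes, 61 of them in the gastrodermis only, vitelline tissue 6, the testes 777, the female head 35, the middle 11, the hind 17 and any region 60, the male head 32, the male hind 95, and the testes over the whole male 1784. Vitelline tissue and ovary shared 3, gastrodermis and ovary 13, ovary and testes 225, ovary and vitelline tissue 3 in both sexes and all reproductive tissues 0. The head and middle shared 1, the middle and hind 2, the ovary and the middle region 1, vitelline tissue and the hind 0, testes and the male head 7, and testes and the male hind 25.

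With scaling first and then 1 common floor, limma called 68 probes higher and 382 lower in the testes. With a fold of 2 in every replicate, vitelline tissue had 18 enriched probes and the testes 1417. With that rule vitelline tissue and ovary shared 12, ovary and vitelline tissue 8 in both sexes, all reproductive tissues 0, and vitelline tissue and the hind 2. The fit with the slide as a random block had a slide correlation of -0.323 for the female and -0.322 for the male comparison. It thus modelled arrays of 1 slide as less alike than arrays of different slides. Its counts, given last here, do not show that allowing for the slide strengthens a result. With the arrays of 1 sex in the fit, limma called 700 probes higher and 1786 lower in the testes. With the slide as a random block it called 24 lower in vitelline tissue, 220 lower in the ovary and 148 lower in the testes.

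Leaving out each array in turn gave these ranges, and a lone array left in a group was assumed to vary like the other groups. In limma, vitelline tissue had 0 to 9 probes higher and 0 to 331 lower, the ovary 0 to 950 higher and 85 to 886 lower, the gastrodermis 0 to 197 higher and 0 to 8574 lower, and the testes 0 to 1053 higher and 0 to 2558 lower. The highest values of these all came from leaving out vitelline sample 1. That fit used 1 spread for every probe, 0.456 for the female and 0.497 for the male comparison. The single arrays could not check this spread. Enriched probes in vitelline tissue numbered 171 to 207, the lowest without sample 1. Ovary and testes shared 308 to 562, the highest without testes sample 2. Ovary and vitelline tissue shared 39 to 63 in both sexes, the highest without vitelline sample 1. All reproductive tissues shared 6 to 19, the highest without testes sample 1, and vitelline tissue and the hind shared 12 to 20, the highest without vitelline sample 1.

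Of the alternatives chosen after seeing the data, the arrays of the deposited tables gave 227 enriched probes in vitelline tissue, 85 shared by vitelline tissue and ovary, 675 by ovary and testes, 77 by ovary and vitelline tissue in both sexes and 15 by all reproductive tissues. With the flags of the deposited tables limma called 1 probe lower in vitelline tissue and 2 higher and 251 lower in the ovary. Vitelline tissue then had 45 enriched probes, vitelline tissue and ovary shared 21, ovary and testes 538, ovary and vitelline tissue 21 in both sexes, all reproductive tissues 5, and the ovary and the middle region 662. With the arrays, flags and lack of a floor together, vitelline tissue had 393, vitelline tissue and ovary shared 135, ovary and testes 887, ovary and vitelline tissue 120 in both sexes, all reproductive tissues 36, and the ovary and the middle region 662. With the median taken after the floor, limma called 0 probes lower in the ovary and 0 in the testes. Vitelline tissue had 36 enriched probes, the female head 1007, the middle 365, the hind 82 and any region 1331. Shared probes numbered 25 for vitelline tissue and ovary, 20 for ovary and vitelline tissue in both sexes, 5 for all reproductive tissues, 82 for head and middle, 32 for middle and hind, 110 for the ovary and the middle region, and 1 for vitelline tissue and the hind. The slide as a fixed term, which could be fitted for the gastrodermis and testes only, gave 0 probes lower in the testes. Leaving out the floor moved 0 of the 33 results among the 36 that it was applied to, and 2 of the folds of single probes.

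The folds of single probes named in the text stayed in 435 values under the earlier alternatives and moved in 165, and under the later ones they stayed in 288 and moved in 3. The direction reversed for Q2_P23184 in the gastrodermis, with a log2 fold of 0.08 with 75th percentile scaling. It reversed for the eggshell probe Q2_P17822 in vitelline tissue over the female control, where leaving out each array gave a log2 fold of -0.54 (without sample 1) to 1.83 (without sample 3). For Q2_P17822 the log2 fold in vitelline tissue was -0.42 with the arrays of the deposited tables. In the female head it reversed after normexp background correction for Q2_P21872, Q2_P24659 and Q2_P30086, with -0.01, -0.07 and -0.04. The median log2 fold of the female head was -0.95 under that correction, so these probes stayed above the median.

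The scaling also set how the changes were split. Of the probes 2-fold apart from the control, the share that was higher in the gastrodermis was 4.04% with the array median, 55.6% with the 75th percentile and 61.6% with quantile normalisation, and the median log2 fold was -1.87, -0.32 and -0.16. On vitelline array 1 the shares were 7.84%, 61.5% and 58.6% with medians of -2.01, 0.01 and -0.07, on array 2 31.2%, 20.9% and 14.7%, and on array 3 34.2%, 30.1% and 20.9%. In the ovary they were 75.9%, 69.2% and 54.4% with medians of 0.58, 0.43 and 0.20. On testes array 1 they were 45.8%, 57.7% and 55.5%, and on testes array 2 27.2%, 59.4% and 56.1%. The female head had 35.9%, 59.2% and 52.8%, the female hind 40.8%, 64.2% and 45.9%, and the female middle 59.8%, 54.2% and 43.6%. The male head had 74.2%, 60.0% and 58.9%, and the male hind 68.9%, 36.3% and 48.6%. After normexp background correction the share was 0.399% in the female head and 0.314% in the male head, with medians of -0.95 and -1.14.

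The share of probes well above background, between 22.4% and 57.8% of an array, limits which folds can be measured, and a fold over a group at background is given as a lower bound.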

Differences from the paper's values

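The settings that take the arrays, flags or lack of a floor from the deposited tables were chosen only after the values were seen, and all other alternatives below were set before the data were examined.

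For genes enriched in vitellaria and ovary but not in the gastrodermis, the paper's value is 121 and the value here is 21. No alternative set before the data were examined came within 1.5 times the paper's value: 24 with 75th percentile scaling, 17 with quantile normalisation, 0 with normexp background correction, 19 with a common floor, 3 with probes well above background on every array, 410 with probes not Absent in at least 1 group and with no filter, 21 with outlier spots left out, 57, 30 and 28 without vitelline sample 1, 2 or 3, 21 without either testes sample, and 3 with a fold of 2 in every replicate. The arrays, flags and lack of a floor of the deposited tables together, chosen after seeing the values, gave 124 and dropped 0 of the 121 probes of the deposited list.

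For genes enriched in the gastrodermis only with a p under 0.05, the paper's value is 112 and the value here is 0 at an unadjusted p (limma). With 75th percentile scaling the number was 154, which is within 1.5 times the paper's value. The others differed: 216 with quantile normalisation, 36 with probes not Absent in at least 1 group, 71 with no filter and 207 without vitelline sample 1. It was 0 with normexp background correction, a common floor, probes well above background on every array, outlier spots left out, vitelline sample 2 or 3 left out, either testes sample left out, the female arrays alone and the slide as a random block. The number without vitelline sample 1 rests on a spread that the single gastrodermis array could not check. The paper does not name the arrays or the model behind its p-values.

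For genes enriched in vitelline tissue, the paper's value is 384 and the value here is 84. Every alternative set before the data were examined differed: 655 with 75th percentile scaling, 585 with quantile normalisation, 6 with normexp background correction, 69 with a common floor, 35 with probes well above background on every array, 961 with probes not Absent in at least 1 group, 1747 with no filter, 81 with outlier spots left out, 171, 187 and 207 without vitelline sample 1, 2 or 3, and 18 with a fold of 2 in every replicate. Of the settings chosen after seeing the values, the arrays of the deposited tables alone gave 227 and dropped 219 of the 384 probes of the deposited list, and the arrays, flags and lack of a floor together gave 393 and dropped 0.

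For genes enriched in ovary, vitelline tissue and testes, the paper's value is 35 and the value here is 9. It was 38 with 75th percentile scaling and 30 with quantile normalisation, both within 1.5 times the paper's value. The others differed: 0 with normexp background correction, 8 with a common floor, 3 with probes well above background on every array, 124 with probes not Absent in at least 1 group, 126 with no filter, 9 with outlier spots left out, 12, 9 and 11 without vitelline sample 1, 2 or 3, 19 and 6 without testes sample 1 or 2, and 0 with a fold of 2 in every replicate. The arrays, flags and lack of a floor of the deposited tables together, chosen after seeing the values, gave 36 and dropped 0 of the 35 probes of the deposited list.

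For all 14 probes of Table 2 the paper's fold in vitelline tissue was more than 1.5 times the mean here. For 6 of them the gap was within the SD between the vitelline arrays. The paper's value is 4.02 for Q2_P41174, 3.33 for Q2_P39884, 2.58 for Q2_P36026, 2.37 for Q2_P36808, 2.23 for Q2_P26890 and 2.04 for Q2_P33700, and the means here are 1.87, 2.08, 1.09, 1.57, 0.750 and 1.07. For the other 8 the gap was larger than that SD, or an array at the floor made the SD large. For Q2_P25336 the paper's value is 12.67 and the mean here is 1.07, with 0.309 to 2.52 over all alternatives set before the data were examined, and none of them came near the paper's value. For Q2_P40473 the paper's value is 3.05 and the mean here is 1.18, and all alternatives differed, from 0.732 without vitelline sample 2 to 2.01 without vitelline sample 1. The paper's value is 2.85 for Q2_P39851, 2.53 for Q2_P37617, 2.28 for Q2_P38755, 2.24 for Q2_P27568, 2.13 for Q2_P31891 and 2.11 for Q2_P35951. The means here are 1.30, 1.26, 1.36, 1.14, 1.01 and 0.978 in that order. For these 6 the value was within 1.5 times the paper's with 75th percentile scaling (2.02, 1.95, 2.11, 1.76, 1.57 and 1.51) and without vitelline sample 1 (2.34, 2.47, 2.50, 2.04, 1.78 and 1.90). It differed with quantile normalisation, normexp background correction and a common floor, and without vitelline sample 2 or 3. On vitelline array 2 alone, a setting chosen after seeing the values, all 14 probes of Table 2 lay within 1% of the paper's folds.

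The paper states that an ADAM homologue ranked second in expression in the testes. By the mean fold of both arrays Q2_P28420 ranked 39 of 19878 probes here, and by signal on testes array 1 it ranked 448 of the 2171 probes of the deposited list. By fold on testes array 1 it ranked 2 of the 2171.

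The paper states that Smads were also enriched in vitellaria. The 6 Smad probes had mean folds over the female control between 0.367 (Q2_P10970) and 0.719 (Q2_P18126) here, which vitelline array 1 lowered. On array 2 they lay between 0.739 (Q2_P02449) and 1.07 (Q2_P18126), and on array 3 between 0.745 (Q2_P00792) and 1.1 (Q2_P11728). The smad nuclear interacting probe Q2_P31891 was 2.13-fold on vitelline array 2 and 1.01-fold as the mean.

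The paper states that fewer genes were enriched in the gastrodermis and a germinal tissue than in both germinal tissues. Here vitelline tissue and ovary shared 46 probes, the gastrodermis and ovary 42, and the gastrodermis and vitelline tissue 47. The paper's order was met by 4 alternatives set before the data were examined. In the order of these pairs the numbers were 69, 58 and 19 without vitelline sample 1, 37, 33 and 34 with scaling followed by 1 common floor, 496, 215 and 207 with no flag filter, and 496, 215 and 205 with probes not Absent on every array of at least 1 group. It was not met by the others set then, with 60, 44 and 104 without vitelline sample 2, 57, 42 and 113 without vitelline sample 3, and 101, 184 and 569 with 75th percentile scaling among them. Of the alternatives chosen after seeing the values, the arrays of the deposited tables met it with 85, 59 and 28, and so did their arrays, flags and lack of a floor together with 135, 33 and 13. The flags alone (21, 33 and 27) and the median after the floor (25, 37 and 24) did not.

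The paper states that most enriched genes were in the ovary. This order held here with 3254 probes in the ovary and 355 in the gastrodermis, and it turned with quantile normalisation, at 1538 and 1902.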

Other observations

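The tests that looked at the spots in groups of 3, and both tests of the probes raised on vitelline arrays 1 and 3, were chosen only after the result was seen.

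The largest fold of the gastrodermis list belonged to Q2_P17138, the probe for Smp_127380. Its spot had a processed signal of 5614 and a median pixel less background of 57.5, a share of 0.0102, where 0.714 was the 1st percentile of the spots as bright on that array. A defect that covers part of the spot is a candidate explanation of this fold. From the median pixel the fold was 1.2.

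The same comparison of median pixel and processed signal was made for 6 other probes that lead a comparison on 1 array, and 3 of them lay below the 1st percentile of spots as bright, so over the 6 as a set a defect of the spot cannot be told apart from transcript signal. For Q2_P24036 and Q2_P00232 in the female middle region and Q2_P25336 on vitelline array 2 the shares were 0.144, 0.187 and -2.38, so 0.187 was the highest, and a defect covering part of the spot is a candidate explanation there. For Q2_P40850 and Q2_P11894 in the female head and Q2_P28157 in the male head the shares were 1.15, 1.19 and 0.911. The lowest was 0.911, which argues against a defect confined to a minor part of the spot. A defect over most of the pixels would raise the median pixel too, so it stays open. All of these spots were marked as non-uniform by the software. Of the 10 largest folds of each deposited list, 3 for vitelline tissue and 1 for the gastrodermis had an outlier mark, against 0 for the ovary and 0 for the testes.

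On vitelline arrays 1 and 3, 26 probes were 2-fold or more above the female control, and 16 of them are missing from the authors' deposited vitelline list. Of the 16, 56.2% were 2-fold or more above the control in the gastrodermis too, but 11 were so in the ovary, which is a brighter array. The signal that vitelline array 1 shares with the gastrodermis and noise between the arrays cannot be told apart here, since independent lists would give 10.5 such probes and all arrays were divided by the same control. Of the 16, 8 were 2-fold or more above the control on vitelline array 2 as well. A wnt related probe (Q2_P13058) among them, chosen after its values were seen, had log2 folds of 2.73, 1.65 and 1.13 on arrays 1, 2 and 3. No biological explanation was tested.

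A fold of 2 on every vitelline array was reached by 18 probes, of which 10 are in the authors' deposited vitelline list and 13 were also 2-fold or more above the control in the gastrodermis.

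The authors' deposited tables for the regions hold p-values although each region had 1 array. In the authors' deposited table for the female head 304 of 1402 probes (21.7%) had a p-value under 0.05, for the female middle region 135 of 870 (15.5%) and for the female hind 15 of 152 (9.87%). For the male head it was 128 of 1120 (11.4%) and for the male hind 7 of 91 (7.69%).

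Of 16744 probes that passed in the female regions and in the male samples, 292 were 2-fold or more above the control in both heads, and independent lists would share 142. Another 75 probes were 2-fold higher in the female head and 2-fold lower in the male head, and 265 the reverse. For SmVAL-13 (Q2_P25374) the signal divided by the array median was 39.6 in the whole female and 44.2 in the male head, and 80.3 and 62.3 on vitelline arrays 2 and 3.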
